# Using the combined analysis of transcripts and metabolites to propose key genes for differential terpene accumulation across two regions

**DOI:** 10.1186/s12870-015-0631-1

**Published:** 2015-10-06

**Authors:** Ya-Qin Wen, Gan-Yuan Zhong, Yuan Gao, Yi-Bin Lan, Chang-Qing Duan, Qiu-Hong Pan

**Keywords:** Terpene profiling, Transcriptome, Monoterpenol glucosyltransferases, Aromatic grape variety

## Abstract

**Background:**

Terpenes are of great interest to winemakers because of their extremely low perception thresholds and pleasant floral odors. Even for the same variety, terpene profile can be substantially different for grapevine growing environments. Recently a series of genes required for terpene biosynthesis were biochemically characterized in grape berries. However, the genes that dominate the differential terpene accumulation of grape berries between regions have yet to be identified.

**Methods:**

Free and glycosidically-bound terpenes were identified and quantified using gas chromatography-mass spectrometry (GC-MS) technique. The transcription expression profiling of the genes was obtained by RNA sequencing and part of the results were verified by quantitative real time PCR (QPCR). The gene co-expression networks were constructed with the Cytoscape software v 2.8.2 (www.cytoscape.org).

**Results:**

‘Muscat Blanc a Petits Grains’ berries were collected from two wine-producing regions with strikingly different climates, Gaotai (GT) in Gansu Province and Changli (CL) in Hebei Province in China, at four developmental stages for two consecutive years. GC-MS analysis demonstrated that both free and glycosidically bound terpenes accumulated primarily after veraison and that mature grape berries from CL contained significantly higher concentrations of free and glycosidically bound terpenes than berries from GT. Transcriptome analysis revealed that some key genes involved in terpene biosynthesis were markedly up-regulated in the CL region. Particularly in the MEP pathway, the expression of *VviHDR* (1-hydroxy-2-methyl-2-butenyl 4-diphosphate reductase) paralleled with the accumulation of terpenes, which can promote the flow of isopentenyl diphosphate (IPP) into the terpene synthetic pathway. The glycosidically bound monoterpenes accumulated differentially along with maturation in both regions, which is synchronous with the expression of a monoterpene glucosyltransferase gene (*VviUGT85A2L4* (*VviGT14*)). Other genes were also found to be related to the differential accumulation of terpenes and monoterpene glycosides in the grapes between regions. Transcription factors that could regulate terpene synthesis were predicted through gene co-expression network analysis. Additionally, the genes involved in abscisic acid (ABA) and ethylene signal responses were expressed at high levels earlier in GT grapes than in CL grapes.

**Conclusions:**

Differential production of free and glycosidically-bound terpenes in grape berries across GT and CL regions should be related at least to the expression of both *VviHDR* and *VviUGT85A2L4* (*VviGT14*). Considering the expression patterns of both transcription factors and mature-related genes, we infer that less rainfall and stronger sunshine in the GT region could initiate the earlier expression of ripening-related genes and accelerate the berry maturation, eventually limiting the production of terpene volatiles.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0631-1) contains supplementary material, which is available to authorized users.

## Background

Terpene volatiles in grape berries are major contributors to the floral/fruity odors of wine and are responsible for the varietal flavor of aromatic wines [1, 2]. Terpenes in grapes are present in both free and glycosidically bound forms. In general, the glycosidically bound form exists much more abundant than the free form [3, 4]. Free-form terpenes directly contribute to aroma odor, whereas non-volatile and flavorless bound-form terpenes are potential contributors to wine aroma odors because they can be converted into free volatile compounds through acidic and enzymatic hydrolysis during wine making [5, 6]. The profiles of volatiles in muscat-type grape varieties have been widely studied [7–10], which indicates that most terpene compounds accumulate as grapes ripen [11]. The typical muscat-like aromas are primarily attributed to a large amount of C10 terpenoids (monoterpenes). The concentrations of terpene volatiles in a berry are affected by many factors, such as grape variety, maturity degree, vintage and vineyard management techniques [12–17]. The same variety, when grown in different climates and regions, can have different aromatic profiles [18, 19], which results in a great difference in the aromatic quality of the wines produced [18, 20]. However, limited attention has been paid to regional variation in terpene compounds in grapes; how and by what mechanism the climate or regional factors affect the expression of related genes and the production of terpenes have not been elucidated yet.

The terpene biosynthetic pathway and the genes involved are generally well known. Terpenes are derived from two common inter-convertible five-carbon (C5) precursors: isopentenyl diphosphate (IPP) and its isomer dimethylallyl diphosphate (DMAPP) [21]. In plants, these C5 precursors are synthesized from two independent pathways: the plastidial 2-methyl-D-erythritol-4-phosphate phosphate (MEP) and the cytoplasmic mevalonic acid (MVA) pathways [22, 23]. The MEP pathway offers substrates for the synthesis of monoterpenes and diterpenes, whereas the MVA pathway provides metabolic precursors for the synthesis of sesquiterpenes (C15) [24, 25]. Recently, an isotope labeling experiment demonstrated that a cross-flow of metabolites exists between the MVA and MEP pathways in some plants [26]. IPP and short prenyl diphosphates might connect the MVA and MEP pathways of isoprenoid metabolism upstream [27]. Among the isoprenoid metabolites, monoterpenes are the greatest contributors to the aromas of white wines made from Muscat and aromatic non-Muscat varieties [28, 29]. Herein, our main concern regards the production of monoterpenes in grapes.

1-Deoxy-D-xylulose 5-phosphate synthase (DXS) is an entrance enzyme to the MEP pathway, catalyzing the condensation of glyceraldehyde-3-phosphate and pyruvate into 1-deoxy-D-xylulose 5-phosphate (DXP). DXP is further converted into geranyl pyrophosphate (GPP, C10) through six enzymatic reactions. At least three rate-limiting enzymes exist in the MEP pathway, including DXS, DXP reducto-isomerase (DXR), and1-hydroxy-2-methyl-2-butenyl 4-diphosphate (HMBPP) reductase (HDR) [30–32]. DXS is a key rate-limiting enzyme in several plant species [31]. The over-expression of *DXS* results in an obvious increase in isoprenoid end products in *Arabidopsis* [33]. Additionally, the accumulation of *VviDXS* transcripts is positively correlated with the concentration of monoterpenes in grapes [34, 35]. Quantitative trait loci (QTL) analysis revealed that the expression of *VviDXS* strongly correlates with the muscat-flavor intensity of grape berries [36]. Also, the expression of *VviHDR* was associated with the accumulation of monoterpenols at the veraison stage of grape berries [11].

As the final enzymes of the terpene biosynthetic pathway, terpene synthases (TPSs) are a large gene family that is responsible for the production of hemiterpenes (C5), monoterpenes (C10), sesquiterpenes (C15) or diterpenes (C20) from the substrates DMAPP, GPP, FPP or GGPP, respectively [37]. Primary monoterpene skeletons can be further modified by the actions of other classes of enzymes, such as cytochrome P450 hydroxylases, dehydrogenases (alcohol and aldehyde oxido-reductases), reductases, glycosyl-transferases and methyl-transferases [38]. The analysis of the *V. vinifera* 12-fold coverage genome sequence predicted 69 putatively functional *VviTPS*s [39]. To date, 43 full-length *VviTPSs* have been biochemically characterized, and their reaction products cover most of the monoterpene and sesquiterpene volatiles in grape berries [39–41]. In aromatic ‘Gewürztraminer’ grapes, an increase in gene transcripts of the terpene biosynthetic pathway upstream correlated with the onset of monoterpenol glycoside accumulation [11]. In other two aromatic grape varieties (Moscato Bianco and Aleatico Aromatic), the highest expression of *VviTPS* genes belonging to the *TPS*-*a* and *TPS*-*b* subfamilies also well corresponded to the peak of free terpene concentrations. In the TPS-g subfamily, only *VviPNLinNer1*, which codes for linalool synthase, was highly expressed in ripening berries, whereas the gene for geraniol synthase peaked in expression in green berries and at the beginning of ripening [42]. With regard to the conversion of free terpenes to their bound forms, three monoterpenol *β*-D-glucosyltransferases—*Vvi*GT7, *Vvi*GT14 and *Vvi*GT15—were recently biochemically characterized [43, 44]. *Vvi*GT7 was demonstrated to mainly convert geranyl and neryl into their bound forms during grape ripening [43], whereas *Vvi*GT14 can glucosylate geraniol, *R, S*-citronellol, and nerol with similar efficiency, and *Vvi*GT15 prefers geraniol overnerol [44]. *Vvi*GT16, another uridine diphosphate glycosyltransferase (UGT), was also found to glucosylate monoterpenols and some short-chained and aromatic alcohols with low efficiency [44]. UGTs are responsible for the production of glycosyl-conjugated terpenes in grape berries. Although some important genes of the terpene biosynthetic pathway have been functionally identified and their expression patterns studied during grape berry development, it has not been entirely clear which genes play dominant roles in the accumulation of free and glycosidically bound terpenes in grape berries or which genes are easily affected at the transcriptional or translational level by climate factors. Answers to these questions will help to interpret the differences in terpene profiles in grape berries between regions and lay a basis for understanding the regulation of terpene biosynthesis.

Most wine-producing regions in China feature a continental monsoon climate with hot-wet summers and dry-cold winters. However, in northwest China, summer remains dry, with an annual rainfall of only 80–150 mm that is accompanied by strong sunshine and a large temperature difference between day and night. Relatively, east China has an annual rainfall of approximately 700 mm, concentrated in the summer-autumn seasons. These markedly different growing environments between the western and eastern regions of China cause differences in the qualities of mature grape berries and the flavors and sensory profiles of wines [19, 20, 45]. More recently, an investigation of the volatile profiles of Cabernet Sauvignon grapes grown in the northwest (Gaotai, Gansu province) and east (Changli, Hebei province) revealed that the variability of concentrations of C6 volatile compounds, 2- methoxy-3-isobutylpyrazine and damascenone strongly depended upon weather conditions during berry development [19]. Transcriptome comparisons of this variety in the two regions have also been extensively conducted [46]. Although the regional differences in flavor profiles of grapes and wines has always attracted Chinese researchers’ interest, terpene compounds receive insufficient attention, possibly because previous studies used non-aromatic varieties, such as Cabernet Sauvignon and Merlot, in which terpenes have fewer types and lower concentration.

The present study focused on Muscat blanc à Petit grains (*Vitis vinifera* L.) berries, a Muscat-type grape variety that is grown in two regions with distinct climates: Gaotai (GT) in Gansu Province in northwestern China and Changli (CL) in Hebei Province in eastern China. Winemakers originally noticed that this varietal wine made in the two regions presented somewhat different aroma performances. However, the terpene profiles and the relevant biosynthetic metabolism in grape berries have not yet been extensively researched. In this work, the concentrations of terpene volatiles (in both their free and glycosidically bound forms) and whole transcript-gene expression profiling were measured to identify the genes and potential transcript factors (TFs) that dominate or regulate the accumulation of terpenes in grape berries, and further to interpretate the differential accumulation of terpene volatiles observed between regions. The results from this work will promote our understanding of the complicated but important biosynthesis and regulation of terpenes, and offer some suggestions for local vineyard practices aimed to improve grape aromatic qualities.

## Results and discussion

### Comparison of free and glycosidically bound terpenes in the grapes between two regions

Total soluble solid (°Brix) and titratable acid presented similar change patterns in developing grape berries between the two regions across two consecutive years. Nevertheless, the berries close to harvest (E-L 38) from GT contained significantly higher total soluble solid content and titratable acid compared with those from the CL region (Fig. 1). The total terpene concentration increased approximately 3-fold (CL) and 1.5 ~ 2-fold (GT), separately, along with ripening (Fig. 2). Statistically significant differences in the total concentrations of free and glycosidically bound terpenes were observed between CL and GT grapes, except for E-L 35 and E-L 36 in 2010. In particular, the difference in the concentration of the glycosidically bound form was much greater than the free form. Three evolutionary trends in the two-year time-course series could be clearly observed for free volatiles from the hierarchical heatmap clustering (Fig. 3a). In the first trend, volatiles such as geraniol, nerol, linalool, myrcene, *cis*-rose oxide generally presented an increase in their concentrations along with berry ripening (Additional file 1: Table S1A). Moreover, most compounds with the first evolutionary trend in mature grape berries had higher concentrations in the grapes grown in the CL region compared with the GT region. The compounds with the second evolutionary trend, such as terpinenols and *cis*/*trans*-furan linalool oxides, reached their highest levels at the pea-size period (E-L 31) or veraison (E-L 35) stage and subsequently reduced their levels in post-veraison grapes. At harvest, this group of volatile compounds did not display significant differences between the grapes from the CL and GT regions. The remaining compounds were grouped into the third evolutionary trend, including hotrienol, citronella and pyran linalool oxide. Their accumulation trends varied between regions and years. In the third group, hotrienol, a dehydrogenated form of linalool, displayed a downward trend as berry ripening processed, which was the opposite of the developmental accumulation of linalool. Among the detected free-form terpenes, linalool and geraniol had the highest concentrations, followed by nerol, mycene, citronellol and *cis*-rose oxide. Apart from citonellol, the other five terpenes presented higher concentration in mature grapes from the CL region than from the GT region (Fig. 3b). We must note that even in the same region, there was a great difference in the compound evolutionary trend between the two vintages. Because of this difference, we analyzed annual data instead of the mean of the two-year data. The findings indicate that the accumulation of free-from volatiles is easily altered by vintage.

**Fig. 1:**
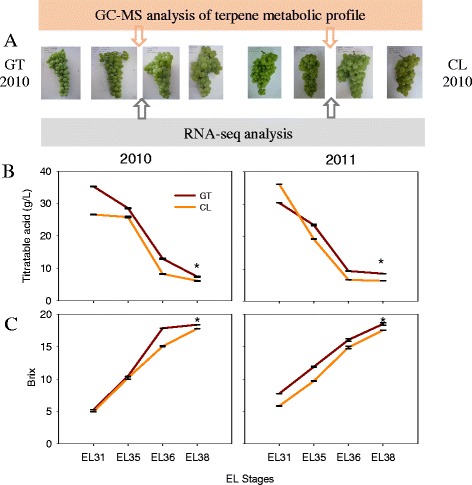
Sampling stages (**a**), titratable acidity (**b**), Brix (**c**), in the grapes at four developmental stages in two regions. Asterisk represents significant difference in Brix and titratable acid concentrations between CL and GT region at the EL38 stage (*p* < 0.05)

**Fig. 2:**
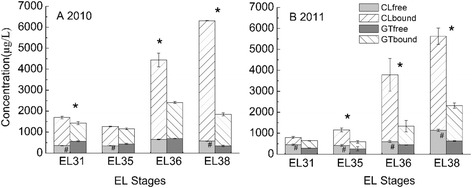
Change of total concentrations of free and glycosidically-bound volatiles. Columns indicate mean concentration (*n* = 3), and bars indicate standard error of the mean. Pound sign and asterisk represent significant difference of free and glycosidically-bound data between CL and GT region, respectively (*p* < 0.05). CL and GT is the abbreviation of Changli and Gaotai

**Fig. 3:**
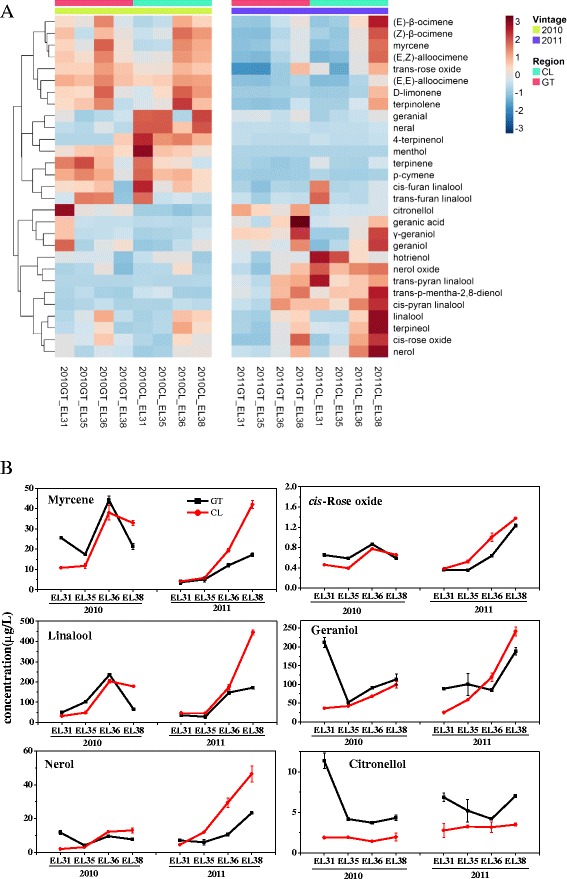
Profile of free volatiles in the grape berries in GT and CL regions. **a** A heatmap for the variation of free volatiles in the berries of two regions in 2010 and 2011. Each row represents an individual compound and each column represents an individual sample. The data was the mean of six values from each sample point. The data was normalized by rows used function “scale”. The topographycal colors are installed in deep red and deep blue, which depict relative concentration of terpenes from high to low. The color scale bar is shown at the right of the heat map. Dendrograms indicate the correlation between groups of terpenes; **b** Change in the concentration of main compounds in two regions in 2010 and 2011

Because most compounds accumulated from the veraison stage till ripe/harvest stage, glycosidically bound terpenes had high concentrations in mature berries (Fig. 4a). This developmental pattern was the same as those reported previously [4, 47–49]. Compared with the GT region, the concentrations of most bound volatiles were dramatically higher in the grapes from CL in both years. For example, glycosidically bound geraniol and nerol in the CL-produced grapes were 2 ~ 3-fold higher than in the GT-produced grapes (Fig. 4b). The glycosidically bound geraniol, nerol and linalool represent the three most abundant terpenes in Muscat Blanc à Petits Grains berries. In the present study, the differential accumulation of the three compounds between regions resulted in a large difference in the total concentration of terpenes, as shown in Fig. 2. Some other compounds, such as glycosidically bound forms of pyran linalool oxide (*cis*/*trans*), menthol and nerolidol, exhibited variable trends during berry development. However, these compounds all presented at low levels in grape berries. The proportion of free-form to glycosidically bound forms varied remarkably depending on the compounds themselves (Additional file 1: Tables S1A and B). We noticed that the linalool concentration was higher than the geraniol or nerol concentration in free-form terpenes, by contrast, the level of linaloyl glycoside was lower than geranyl and neryl glycoside, indicating that free-form linalool is less converted into the bound form. Neryl glycosides were the most abundant glycosidically bound monoterpene in Muscat Blanc à Petits Grains berries. The concentration of free-form citronellol was higher in the grapes from the GT region compared with the CL region, whereas citronellyl glycoside exhibited the opposite trend. Notably, some glycosidically bound terpenes presented significant differences in their concentrations between 2010 and 2011. For example, rose oxide (*cis*/*trans*), furan linalool oxide (*cis*/*trans*), citronellol, citronellal and hotrienol can be easily modified by oxidation or dehydrogenation, and ocimene, myrcene, terpinolene and limonene are produced by TPS-b subfamily enzymes. Hence, the difference in the aroma odor of vintage wines may be related to the production of these volatile compounds.

**Fig. 4:**
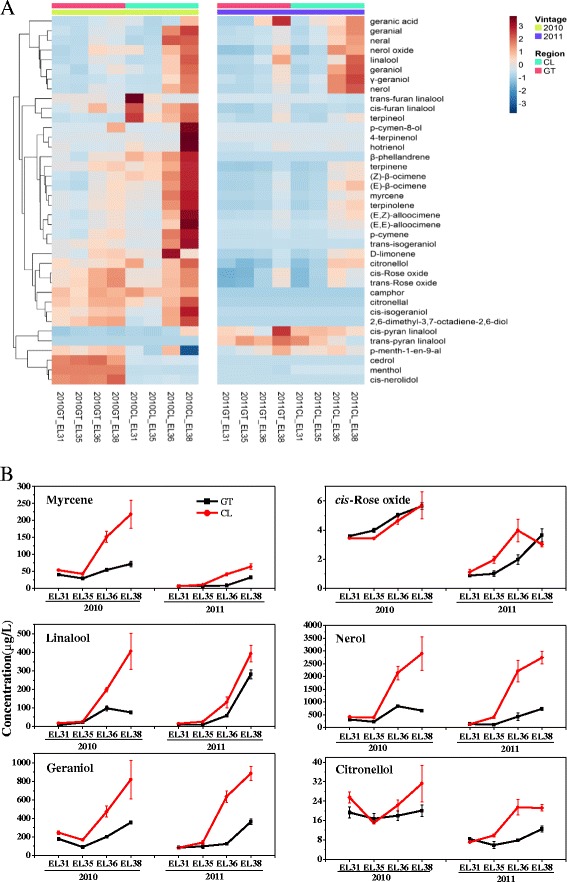
Profile of glycosidically-bound volatiles in the grape berries in GT and CL regions. **a** a heatmap of free volatiles in the berries of two regions in 2010 and 2011. Each row represents an individual compound and each column represents an individual sample. The data was the mean of six values from each sample point. The data was normalized by rows used function “scale”. The topographycal colors are installed in deep red and deep blue, which depict relative concentration of terpenes from high to low. The color scale bar is shown at the right of the heat map. Dendrograms indicate the correlation between groups of terpenes; **b** the concentration of main free-form compounds in the two regions in 2010 and 2011

The concentrations of several aroma-related volatiles exceeded the sensorial threshold values in mature grapes, such as linalool, geraniol, myrcene and *cis*-rose oxide. This result indicates that these volatiles greatly contribute to the aromatic attributes of grape berries (Additional file 1: Table S1C). In addition, some glycosides, such as nerol, linalool and geraniol, also reached their respective thresholds, potentially contributing to the aromatic profile of wine (Additional file 1: Table S1C). The compounds that could have aroma contribution displayed different levels in the grapes from the CL and GT regions at the commercial mature stage (E-L38), thus causing distinctive aromatic senses.

### Expression profiles of terpene synthesis-related genes in the grapes

We first investigated the biosynthetic pathways of terpene precursors. Based on RNA-seq data, we quantified the transcript abundances of the genes required for the MVA and MEP pathways and the genes encoding isoprenyl diphosphate synthases, geranyl diphosphatesynthase (GPPS), farnesyl diphosphate synthase (FPPS) and geranylgeranyl diphosphate synthase (GGPPS). 

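The deposited tables covered 24 RNA libraries of 16 berry samples, 1 sample for each of 4 stages (E-L31, E-L35, E-L36 and E-L38), 2 regions and 2 vintages. Samples of E-L35 and E-L38 had 2 libraries each and those of E-L31 and E-L36 had 1. The authors mapped trimmed reads to the RefSeq transcripts with CLC Genomics Workbench, shared reads with several hits in proportion to the unique reads of each transcript, and gave every transcript a read count and an RPKM (reads scaled to the length of the transcript and the mapped total of the library). The terpene synthase transcripts of a second reference, to which the authors mapped the reads separately, were not analysed here. Counts of the libraries of 1 sample were summed, which gave 3798921 to 26627006 counts per sample. Of 23984 transcripts, the 19026 with at least 10 counts in at least 2 samples were tested with edgeR's quasi-likelihood test on TMM-normalized counts, and p-values were adjusted by the Benjamini-Hochberg method. A difference between regions or between E-L38 and E-L31 was called at an adjusted p of at most 0.05 and an absolute log2 ratio of at least 1. A trend over the 4 stages in order, given as a log2 slope per stage step, was called at the same adjusted p without a minimum ratio. Each region and stage had n = 2 samples, 1 per vintage, so the SDs and p-values measure the spread between vintages. An alternative with each library as its own value counts the libraries of 1 vintage as replicates. Its p-values thus do not measure that spread alone and can be too small. At E-L31 and E-L36, with 1 library per sample, it adds no values.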

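VviHMGR1 (XM_002265602.1), which encodes an enzyme that makes mevalonate, and VviHDR (XM_002284623.2), which encodes the last enzyme of the MEP pathway, followed the same course over stages and regions in 2010 as in 2011. Pearson's r of log2(RPKM + 1) between the vintages, over the 8 combinations of stage and region, was 0.951 for VviHMGR1 and 0.866 for VviHDR. It was 0.906 for VviDXSL4 (XM_002266889.2) and lowest, at -0.0740, for the acetyl-CoA acetyltransferase transcript XM_002265654.2, whose level changed only slightly with stage. The MEP transcripts listed were those of DXS, DXR and HDR only, and the MVA transcripts those of acetyl-CoA acetyltransferase and HMGR only. With the prenyl diphosphate synthases these made 14 transcripts, with a median r of 0.773. Over all transcripts tested the median was 0.580, and of 10000 random lists of 14 transcripts 99.0% had a lower median. Between the vintages, 0 of the 19026 transcripts differed by edgeR's test, against 1349 at an unadjusted p under 0.05, and the smallest adjusted p was 0.0591. No other tool was run on that comparison. It tests 1 shift shared by all 8 combinations of stage and region, so differences of the vintages within a single combination escape it. In GT at E-L31, 442 transcripts that rose 4-fold or more from E-L31 to E-L35 in CL had a median log2 ratio of 2011 over 2010 of 3.23.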

As shown in Fig. 5, the developmental expression patterns of these genes in the grapes were similar between 2010 and 2011.

**Fig. 5:**
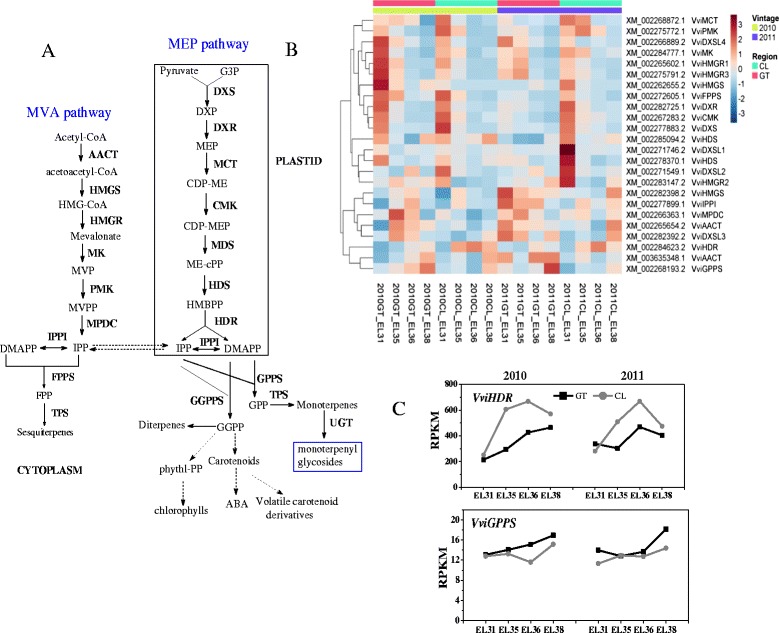
Expression profile of the genes in terpenoid backbone pathway in the grape berries. **a** Pathway of terpene biosynthesis in grape berries; The MEP pathway is localized in plastids, while the MVA pathway occurs in the cytosol. The following enzymes and metabolites are shown: G3P glyceraldehyde 3-phosphate, DXS 1-deoxy-D-xylulose-5-phosphate synthase, DXR 1-deoxy-D-xylulose 5-phosphate reductoisomerase, MEP 2-C-methyl-D-erythritol 4-phosphate, MCT 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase, CDP-ME 4-(Cytidine 5'-diphospho)-2-C-methyl-D-erythritol, CMK 4-(cytidine 5’-diphospho)-2-C-methyl-D-erythritol kinase, CDP-MEP 2-Phospho-4-(cytidine 5'-diphospho)-2-C-methyl-D-erythritol, MDS 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase, ME-Cpp 2-C-Methyl-D-erythritol 2,4-cyclodiphosphate, HDS 4-hydroxy-3-methylbut-2-enyldiphosphate (HMBPP) synthase, HMB-PP (E)-4-hydroxy-3-methyl-but-2-enyl pyrophosphate, HDR 1-hydroxy-2-methyl- 2-(E)-butenyl-4-diphosphate reductase, IPP isopentenyl pyrophosphate, DMAPP dimethylallyl pyrophosphate, IPPI IPP-isomerase, GPPS geranyl pyrophosphate synthase, GPP geranylpyrophosphate; AACT acetoacetyl-CoA thiolase, HMGS 3-hydroxy-3-methylglutaryl synthase, HMG-CoA 3-hydroxy-3-methylglutaryl-CoA, HMGR 3-hydroxy-3-methylglutaryl-CoA reductase, MVA Mevalonate, MK MVA kinase, MVP Mevalonate-5-phosphate, PMK phospho-MVA kinase, MVPP Mevalonate-5-diphosphate, MPDC diphospho-MVA decarboxylase, MVPP mevalonate-5-pyrophosphate, FPPS farnesyl pyrophosphate synthase. **b** Transcription profile of the genes in the MEP and MVA pathway. Each row represents an individual gene and each column represents an individual sample. The data was normalized by rows used function “scale”. The topographycal colors are installed in deep red and deep blue, which depict relative expression abundances of genes from high to low. The color scale bar is shown at the right of the heat map. Dendrograms indicate the correlation between groups of genes. **c** Expression of two main genes in the MEP pathway

The MEP pathway provides the precursors (IPP and DMAPP) for the synthesis of both monoterpenes and downstream carotenoids. The MEP pathway consists of seven chloroplast-localized enzymes [26, 50], of which six transcripts were expressed at four developmental stages in our experiment. 

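VviDXSL4 (XM_002266889.2), which encodes an isoform of the first enzyme of the MEP pathway, had 4.34 ± 0.762 RPKM (SD, n = 2) in CL and 6.86 ± 0.994 in GT at E-L31, and 1.20 ± 0.499 and 0.865 ± 0.273 at E-L38. Its log2 ratio of E-L38 over E-L31 was -2.11 (standard error 0.28, adjusted p = 0.000293) by edgeR's test. A pair of other transcripts of the same enzyme, XM_002271549.1 and XM_002271746.2, had 4.05 ± 0.481 and 0.794 ± 0.754 RPKM in CL at E-L31 and had no trend over the stages that passed the test (adjusted p = 0.218 and 0.116). The transcript XM_002282392.2 rose by a log2 slope of 0.17 per stage step (adjusted p = 0.0395). Table 1 holds 7 MEP transcripts, which encode DXS, DXR and HDR only. Of these, 3 fell and 2 rose over the stages, with the same counts when adjusted over the list alone. The paper chose the transcripts it discusses on these samples, so the adjustment over a list alone is not independent evidence.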

Most of the genes were highly expressed at the early developmental stage (E-L31) and maintained a certain expression levels in the following process (Fig. 5b). Both *VviDXS* and *VviDXR* presented downward trends during grape maturation. 

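VviDXS (XM_002277883.2) encodes 1-deoxy-D-xylulose-5-phosphate synthase, the first enzyme of the MEP pathway. In CL it had 86.0 ± 10.8 RPKM (SD, n = 2 vintages) at E-L31, 41.1 ± 2.13 at E-L35, 29.6 ± 4.93 at E-L36 and 26.2 ± 0.628 at E-L38. In GT the values were 57.7 ± 25.9, 28.8 ± 4.40, 32.6 ± 3.23 and 27.6 ± 1.08 RPKM. VviDXR (XM_002282725.1), which encodes the reductoisomerase that follows it, went from 75.9 ± 5.76 to 31.6 ± 3.17 RPKM in CL and from 62.4 ± 26.6 to 26.9 ± 0.330 in GT between E-L31 and E-L38. Over the 4 stages VviDXS fell, with a log2 slope of -0.28 per step (standard error 0.05, adjusted p = 0.00120 by edgeR) and so did VviDXR, with -0.26 (standard error 0.05, adjusted p = 0.00150). In CL alone both slopes passed the test (adjusted p = 0.00321 and 0.0107). In GT alone the slope of VviDXR had an adjusted p of 0.0285 and that of VviDXS of 0.168.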

DXSs are one of the main regulators of monoterpene biosynthesis in grapevine [35], of which *Vvi*DXS (XM_002277883.2) is the most important isoenzyme in grapes. 

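The log2 ratio of GT over CL for VviDXS (XM_002277883.2) was -0.56 (standard error 0.23, adjusted p = 0.317) at E-L31 and -0.71 (standard error 0.23, adjusted p = 0.337) at E-L35 by edgeR's test on n = 2 vintages per region. VviDXS was lower in GT in both vintages at E-L31 and at E-L35. At E-L36 and E-L38 its log2 ratios were 0.12 and 0.12 (adjusted p = 0.888 and 0.959). Averaged over the stages it was -0.26 (standard error 0.11, adjusted p = 0.244), and over the alternatives tried the adjusted p of that average lay from 0.0309 to 0.438, always short of the minimum ratio. At E-L35, 0 of the 7 MEP transcripts, those of DXS, DXR and HDR, passed edgeR's test, against 3 at an unadjusted p under 0.05. DESeq2 called 1, limma on log2(RPKM + 1) 0 and each library as its own value 1.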

In this study, *VviDXS* did not exhibit a statistically significant difference in transcript accumulation between the CL and GT-produced grapes. Additionally, the expression of *VviDXSL4* (XM_002266889.2) was significantly up-regulated in the grapes from the GT region compared with CL region at E-L35 stage, which was not in parallel with the production of monoterpenes. Therefore, *VviDXS* should not be a key gene responsible for the differential production of monoterpenes between the CL and GT regions. By contrast, *VviHDR* (XM_002284623.2, the final enzyme of the MEP pathway) could be a predominantly involved gene. 

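At E-L35, VviDXSL4 had 1.73 ± 0.601 RPKM (SD, n = 2) in CL and 3.85 ± 0.460 in GT and was higher in GT in both vintages. The log2 ratio of GT over CL was 0.84 (standard error 0.37, adjusted p = 0.420) and did not pass edgeR's test, nor did it under any alternative tried (adjusted p from 0.0684 to 0.842). At E-L36 the log2 ratio was 0.59 (adjusted p = 0.630), and the 2010 sample of CL, at 0.927 RPKM of VviDXSL4, lay apart from the other 3 samples of that stage.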

As shown in Fig. 5c, the expression of *VviHDR* increased as grape development proceeded, and the increment in the CL-produced grapes was much greater than that in the GT-produced grapes, which highly paralleled with the accumulation of monoterpenes observed in the two regions and two vintages. 

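VviHDR (XM_002284623.2) encodes the reductase that releases IPP and DMAPP at the end of the MEP pathway. In CL its level was 266 ± 21.3 RPKM (SD, n = 2) at E-L31, 557 ± 68.4 at E-L35, 668 ± 1.04 at E-L36 and 522 ± 68.0 at E-L38. In GT it was 276 ± 88.0, 312 ± 13.6, 469 ± 60.7 and 434 ± 42.8 RPKM. VviHDR rose over the stages by a log2 slope of 0.44 (standard error 0.07, adjusted p = 0.000616) per step. The slope was 0.47 in CL (adjusted p = 0.00712) and 0.41 in GT (adjusted p = 0.0110), and whether these slopes differ was not tested. Its log2 ratio of GT over CL was lower at E-L35 than at E-L31 by 1.21, which did not pass edgeR's test (adjusted p = 0.606). At E-L35 VviHDR was lower in GT in both vintages, with a log2 ratio of -1.08 (standard error 0.31, adjusted p = 0.323). This difference passed by DESeq2 (adjusted p = 0.0347) and with each library as its own value (adjusted p = 0.00596), in a range of 0.00596 to 0.821 over the alternatives. Across the 16 samples VviHDR and bound nerol, the concentration of which the paper reports, had r = 0.643 (permutation p = 0.00725, adjusted 0.109 over 15 pairs) and rho = 0.653 (permutation p = 0.00729, adjusted 0.0273). Without the 2 samples farthest from the median of VviHDR, r was 0.578, and it was 0.551 in CL and 0.595 in GT. With bound geraniol r was 0.531 (permutation p = 0.0341, adjusted 0.128) and rho 0.503 (adjusted 0.0742), and with bound linalool r was 0.446 (permutation p = 0.0851, adjusted 0.182) and rho 0.694 (adjusted 0.0177). The paper describes a greater increase of VviHDR in CL that paralleled the accumulation of monoterpenes. From this it proposes that the gene could be predominantly involved in their different production between the regions.

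**Figure D1:**
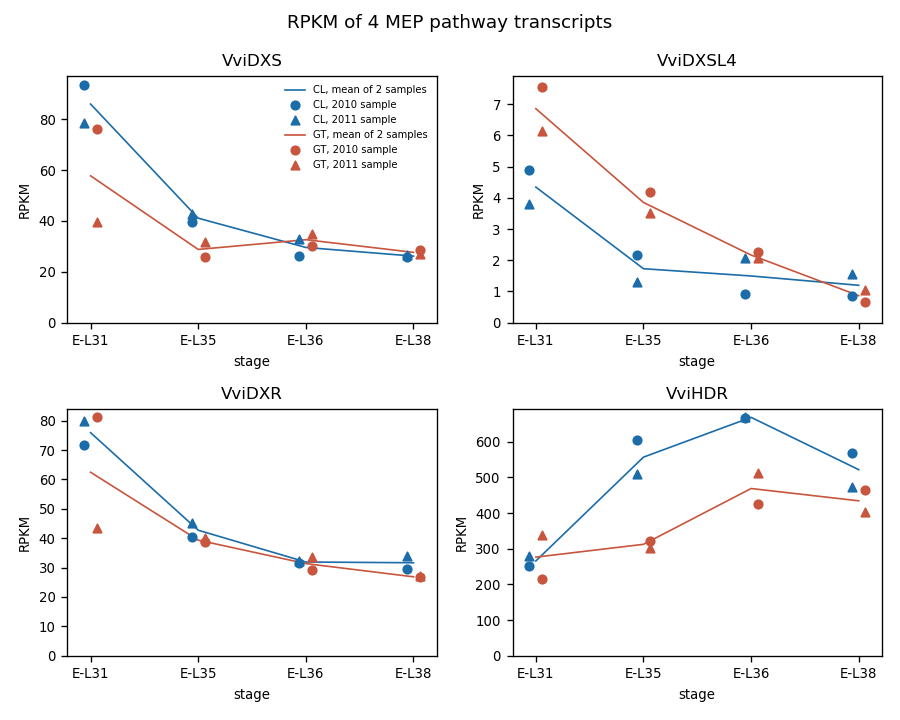
RPKM (y axis, linear from 0) of VviDXS, VviDXSL4, VviDXR and VviHDR at the stages E-L31, E-L35, E-L36 and E-L38 (x axis), with 1 point per sample, circles for 2010, triangles for 2011, blue for CL and red for GT, and lines through the means of the 2 samples. VviHDR in CL goes from a mean of 266 at E-L31 to 668 at E-L36, and VviDXS from 86.0 to 26.2 at E-L38.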

The expression of *VviGPPS* (XM_002268193.2) increased slightly as berry matured, but didn’t show statistical significance in the abundance between the two regions.

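VviGPPS (XM_002268193.2), which encodes the synthase of the monoterpene precursor geranyl diphosphate, had 12.1 ± 1.01 RPKM (SD, n = 2) in CL and 13.5 ± 0.621 in GT at E-L31, and 14.8 ± 0.559 and 17.5 ± 0.880 at E-L38. It rose by a log2 slope of 0.24 (standard error 0.04, adjusted p = 0.000466) per stage step in edgeR's test. The log2 ratios of GT over CL at the 4 stages lay between -0.03 at E-L35 and 0.29 at E-L38, and no stage had an adjusted p under 0.577.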

IPP and DMAPP are also produced through the cytoplasmic MVA pathway. This pathway consists of six enzymes, for which all transcripts were observed in each of the four developmental stages. 

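Transcripts of acetyl-CoA acetyltransferase, of 3-hydroxy-3-methylglutaryl-CoA reductase (VviHMGR1, VviHMGR2 and VviHMGR3) and of farnesyl diphosphate synthase (VviFPPS, XM_002272605.2) had counts in each of the 16 samples. The lowest was VviHMGR1 in the 2010 sample of CL at E-L38, with 24 counts and 0.532 RPKM. The acetyltransferase transcript XM_002265654.2 was the most abundant, with 239 ± 1.35 RPKM (SD, n = 2) in CL and 283 ± 26.7 in GT at E-L35.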

Except for the two transcripts encoding acetyl-CoA acetyltransferases (AACT, XM_002265654.2 and XM_003635348.1), the other four exhibited downward trends with berry maturation. For example, two of the three transcripts encoding isoforms of 3-hydroxy-3-methylglutaryl-coenzyme A reductase (HMGR) and the transcript encoding FPP synthase generally decreased during berry development. 

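The acetyl-CoA acetyltransferase transcripts, which encode the first enzyme of the MVA pathway, rose slightly over the stages. XM_003635348.1 went from 97.6 ± 1.28 RPKM (SD, n = 2) at E-L31 to 114 ± 12.1 at E-L38 in CL and from 107 ± 26.2 to 126 ± 5.52 in GT, with a log2 slope of 0.23 (standard error 0.06, adjusted p = 0.00757) per step. XM_002265654.2 had a slope of 0.17 (standard error 0.06, adjusted p = 0.0471). The 5 MVA transcripts tested encode acetyl-CoA acetyltransferase and HMGR only, and the other enzymes of the pathway were not examined. Of these 5, 2 rose and 2 fell by edgeR's test, with the same counts when adjusted over the list alone. The median slope of the 5 was 0.03 and the mean -0.44, and a camera test of the list on the slopes had an adjusted p of 0.269 in the downward direction.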

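VviHMGR1 (XM_002265602.1) had 29.6 ± 6.67 RPKM (SD, n = 2) in CL and 37.1 ± 22.0 in GT at E-L31, and 1.45 ± 1.30 and 1.37 ± 0.266 at E-L38. VviHMGR3 (XM_002275791.2) went from 38.6 ± 0.852 to 5.01 ± 0.567 RPKM in CL and from 62.9 ± 30.6 to 3.40 ± 0.428 in GT over the same stages. By edgeR's test VviHMGR1 fell, with a log2 slope of -1.52 (standard error 0.15, adjusted p = 7.77e-05) per stage step, as did VviHMGR3, with -1.12 (standard error 0.11, adjusted p = 6.65e-05). The third isoform, VviHMGR2 (XM_002283147.2), had a slope of 0.03 (adjusted p = 0.757), with 69.4 ± 17.8 RPKM at E-L31 and 32.5 ± 13.1 at E-L38 in CL. In GT its mean RPKM was higher at E-L38 than at E-L31, so this slope averages opposite courses of the means. VviFPPS, which makes the sesquiterpene precursor, had 69.6 ± 1.21 RPKM at E-L31 and 28.0 ± 8.32 at E-L38 in CL and fell, with a slope of -0.24 (standard error 0.05, adjusted p = 0.00175). RPKM is scaled to the mapped total and edgeR's slopes to TMM factors, so they can differ: for the median transcript the log2 ratio of E-L38 over E-L31 moved by -0.33 and that of GT over CL at E-L35 by 0.18 when RPKM was tested by limma in place of the counts.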

HMGR is a rate-limiting enzyme in the MVA pathway [51, 52]. However, in this study, the three *VviHMGRs* in the berries of the GT region were expressed higher than those from the CL region at E-L35 (Additional file 1: Table S2), whereas only a few sesquiterpenes compounds were identified in the berries at that stage, suggesting that the expression of *VviHMGRs* did not entirely correlate with the production of sesquiterpenes in cytoplasm.

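At E-L35 VviHMGR1, VviHMGR2 and VviHMGR3, the 3 transcripts of this rate-limiting enzyme, were all higher in GT in both vintages. VviHMGR2 had 20.6 ± 6.42 RPKM (SD, n = 2) in CL and 40.8 ± 4.29 in GT, a log2 ratio of 0.78 (standard error 0.29, adjusted p = 0.377). VviHMGR1 had 13.2 ± 0.0744 and 26.8 ± 6.52 RPKM (log2 ratio 0.80, adjusted p = 0.636), and VviHMGR3 24.3 ± 5.40 and 44.7 ± 15.7 RPKM (log2 ratio 0.62, adjusted p = 0.618). None of the 3 passed edgeR's test or that of any alternative tried, where the lowest adjusted p was 0.0645, for VviHMGR2. The 5 MVA transcripts tested were those of acetyl-CoA acetyltransferase and HMGR only. Of these 5, 0 passed edgeR's test at E-L35, against 1 at an unadjusted p under 0.05. DESeq2, limma on log2(RPKM + 1) and each library as its own value gave 0 each. At E-L31, VviHMGR3 of the 2010 sample of GT, at 84.5 RPKM, lay apart from the other 3 samples. The log2 ratio of VviHMGR2 at that stage, -1.05 (standard error 0.30), did not pass edgeR's test. By DESeq2, 1 of the 5 MVA transcripts passed there as lower in GT. From the higher VviHMGR levels in GT at a stage with few sesquiterpenes, the paper proposes that VviHMGR expression and sesquiterpene production were not fully correlated.

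**Figure D2:**
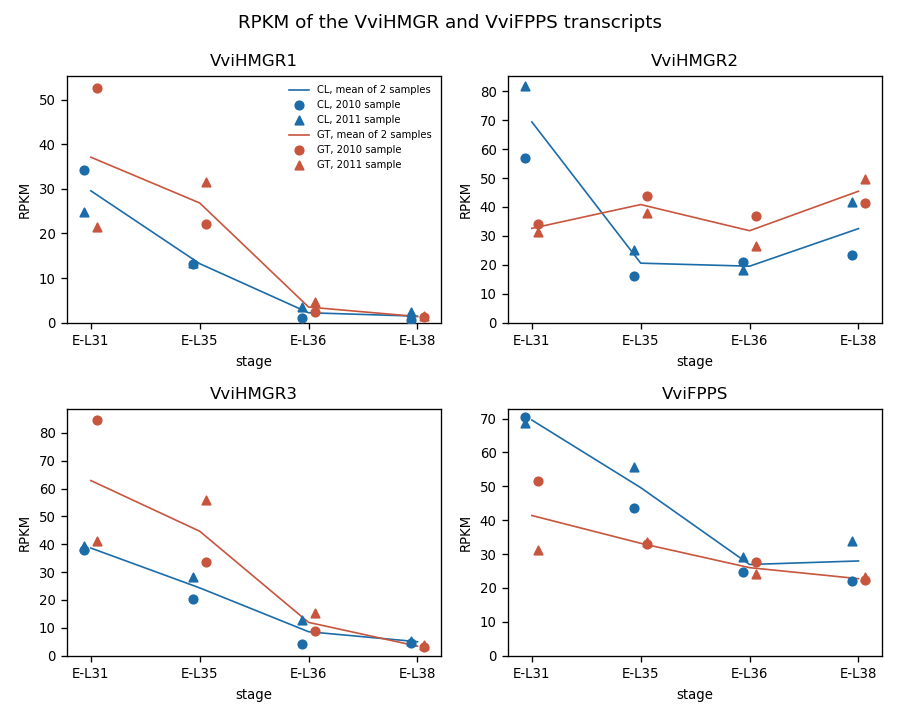
RPKM (y axis, linear from 0) of VviHMGR1, VviHMGR2, VviHMGR3 and VviFPPS at the stages E-L31, E-L35, E-L36 and E-L38 (x axis), with 1 point per sample, circles for 2010, triangles for 2011, blue for CL and red for GT, and lines through the means of the 2 samples. At E-L35 the means of VviHMGR1 are 13.2 in CL and 26.8 in GT.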

*VviTPSs* are a large gene family responsible for the convertion of GPPS into a variety of terpenes. 

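VviNerL4 (XM_003635129.1), which encodes a putative nerolidol synthase, had the most reads of the terpene synthase transcripts in the RefSeq mapping, with 2587 counts over the 16 samples and a highest level of 16.5 RPKM. The transcript XM_003634850.1, annotated as a myrcene synthase, followed with 1846 counts and XM_002267417.1, annotated as an alpha-terpineol synthase, with 894. The deposited tables held 31 of the terpene synthase transcripts of Table 1, of which 7 were of the TPS-a, 13 of the TPS-b and 11 of the TPS-g subfamily. All 31 had at least 1 count in some sample, 12 reached 1 RPKM in some sample and 13 had enough counts to be tested. The synthases read from the second reference are not analysed here.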

At present, sixty-seven *VviTPS* isogenes were identified from our RNA-seq data. Based on the sequence homology to the functionally characterized *TPSs* in the NCBI nr database, these genes were grouped into the TPS-a, TPS-b and TPS-g subfamilies. Cluster analysis was applied to identify genes with similar expression patterns. Sesquiterpenes are produced through the members of the TPS-a subfamily from farnesyl pyrophosphate (FPP) that is formed via the MVA pathway in the cytoplasm. We identified 20 transcripts encoding putative TPS-a enzymes, some of which were annotated by NCBI as valencene synthases-like, germacrene synthases-like or (*E*)-beta-caryophyllene synthases. In our analysis, however, ten of the 20 TPS-a transcripts were detectable only at one or two developmental stages of grapes, so were not assigned to the heatmap cluster. 

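Of the TPS-a transcripts without a cluster in Table 1, XM_002275315.1 had 29 counts over the 16 samples, in 11 samples of 4 stages, and XM_002282452.1 had 30, in 6 samples of 3 stages. XM_002275022.1 had 3 counts, XM_003635502.1 had 8, all in E-L31 samples, and XM_002283308.1 had 1. The highest level among these 5 was 0.392 RPKM, in XM_002282452.1. With so few reads, absence from a stage means that a transcript was not detectable at this depth, and none of the 5 could be tested.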

The other 10 transcripts exhibited detectable levels across all four developmental stages (Table 1). Of these 10 transcripts, four were expressed primarily in young berries (HM807374.1 (NM_001281275.1), XM_002263544.2, NM_001281284.1 and JF808010.1), whereas the other six genes were expressed specifically in mature berries (XM_002283034.1, HM807380.1, NM_001281095.1, NM_001281043.1, NM_001281134.1, and NM_001281286.1) (Fig. 6a). Moreover, the expression of the gene (NM_001281134.1/ HM807377.1) coding for germacrene D synthase presented an upward trend in the mature process of grapes. (+)-Valencene synthase (NM_001281286.1, AY561843.1/FJ696653.1, *Vvi*ValCS) is a key enzyme of sesquiterpene biosynthesis and contributes greatly to the production of aromatic volatiles in both aromatic white and non-aromatic grapevine cultivars [40, 53]. 

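XM_002263544.2 had 1.40 ± 0.462 RPKM (SD, n = 2) in CL and 0.889 ± 1.18 in GT at E-L31, from 106 counts over all samples. Its mean over the 4 samples of a stage was 0.0588 RPKM at E-L35, 0.00648 at E-L36 and 0.00558 at E-L38, and it fell over the stages by edgeR's test (adjusted p = 0.00686). XM_002283034.1 had a mean of 0.0562 RPKM at E-L31, 0.299 at E-L35, 0.247 at E-L36 and 0.129 at E-L38. Its highest sample, with 1.14 RPKM, was the 2010 sample of GT at E-L35, and its trend over the stages did not pass the test (adjusted p = 0.179). The other 8 transcripts, read from the second reference, are not analysed here.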

Although *VviValCS* had a high expression level in mature berries in this study, no detectable sesquiterpenes were present in the corresponding berries. In contrast, only a few sesquiterpenes, such as α-muurolene, α-calacorene and cedrol, were qualitatively identified in green berries (they could not be quantified, data not shown). According to the inconsistence between transcript abundance and metabolite concentration, it is inferred that *Vvi*ValCS was not associated with the production of sesquiterpenes in this grape variety. The biochemical significance of high *VviValCS* transcript level in mature berries will also be an issue of ongoing investigation in our future research.

**Table 1:** Terpenoid pathway transcripts

Encoded protein description	Cluster	RefSeq accession(s)
3-hydroxy-3-methylglutaryl-coenzyme A reductase(HMGR)	Decreased	XM_002265602.1,XM_002275791.2
	Stable expression	XM_002283147.2
Farnesyl pyrophosphate synthase(FPPS)	Decreased	XM_002272605.1
TPS-a (sesquiterpene synthase, 20)	NC	XM_002275022.1,XM_002275315.1,XM_002282452.1,XM_002283308.1,HM807375.1,XM_003635502.1,NM_001281075.1,NM_001281086.1,NM_001281099.1,NM_001281272.1
	Decreased(young berry)	HM807374.1(NM_001281275.1),XM_002263544.2,NM_001281284.1,JF808010.1
	Increased(ripe berry)	XM_002283034.1, HM807380.1, NM_001281095.1,NM_001281134.1,NM_001281043.1, NM_001281286.1
1-deoxy-D-xylulose-5-phosphate synthase(DXS)	Stable expression	XM_002277883.2
1-deoxy-D-xylulose-5-phosphate synthase, chloroplastic-like		XM_002271746.2,XM_002271549.1,XM_002282392.2,XM_002266889.2
1-deoxy-D-xylulose 5-phosphate reductoisomerase (DXR)	Stable expression	XM_002282725.1
4-hydroxy-3-methylbut-2-enyldiphosphate reductase (HDR)	Increased	XM_002284623.2
geranyl diphosphate synthase (GPPS)	Stable expression	XM_002268193.2
TPS-b (monoterpene synthase, 25)	NC	XM_002266772.1,XM_002267425.2,XM_003634831.1,HM807387.1,HM807388.1,AY572986.1,AY572987.1,NM_001281254.1
	Decreased(young berry)	XM_002275070.2,XM_002267417.1,XM_003634850.1,HM807382.1,HM807383.1,NM_001281170.1,NM_001281238.1,NM_001281080.1
	Increased(ripe berry)	NM_001281016.1(HM807386.1)
	ND	XM_002267123.1,XM_003634833.1,XM_003634834.1,XM_003634835.1,XM_003634837.1,XM_002266983.2,XM_003634854.1
	Different expression	NM_001281259.1(HM807385)
TPS-g (monoterpene synthase, 21)	Decreased(young berry)	HQ326231.1,HM807392.1,HM807393.1,HM807394.1,XM_003635234.2
	NC	HM807395.1,HM807396.1,HM807397.1,HM807398.1,HM807399.1,XM_003635120.2, XM_003635365.2
	Increased(ripe berry)	HM807391.1,XM_003635129.2,XM_003635343.1
	ND	XM_003633271.1,XM_003635121.1,XM_003635122.1,XM_002270071.2,XM_003635233.1,XM_003635244.1

*NC* expressed at a certain stage but not clustered in heatmap, *ND*, not included in the current NCBI RefSeq mRNA database

**Fig. 6:**
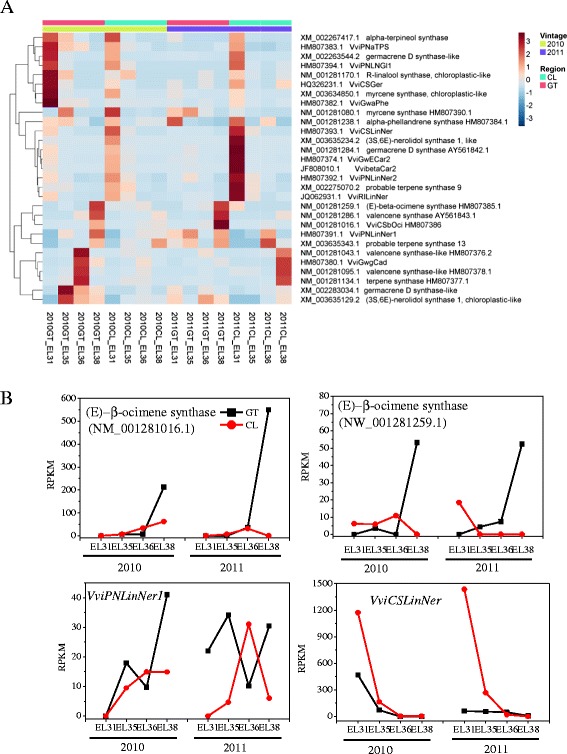
Expression profile of the genes coding for terpene synthases (*Vvi*TPSs) detected in this study; **a** transcription expression profile of terpene synthases detected in this study. Each row represents an individual gene and each column represents an individual sample. The data was normalized by rows used function “scale”. The topographycal colors are installed in deep red and deep blue, which depict relative expression abundances of genes from high to low. The color scale bar is shown at the right of the heat map. Dendrograms indicate the correlation between groups of genes. **b** Expression of the four terpene synthases in the two regions in 2010 and 2011

Monoterpenes are produced by the members of the TPS-b and TPS-g subfamily (Table 1). Of the 25 putative TPS-b genes (Table 1), seven genes were absent in the current NCBI RefSeq mRNA database (updated: 2014-12-10) and excluded in the following analyses. 

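Among the TPS-b transcripts in the deposited RefSeq tables, XM_002266772.1 had 44 counts and was seen only in the CL samples of E-L31, at 0.642 ± 0.398 RPKM (SD, n = 2). XM_002267425.2 had 2 counts, both at E-L31. XM_003634831.1 had 42 counts in 5 samples and a mean of 0.673 RPKM at E-L38. XM_002267417.1 had counts in all 16 samples, and XM_003634850.1 and XM_002275070.1 in 14 and 13 of them, at all 4 stages. Of the 13 TPS-b transcripts in these tables, 4 had counts at all 4 stages, 0 reached 1 RPKM at all 4, and 6 could be tested.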

Of the remaining 18 genes, eight were detected at only one or two stages in this investigation, whereas the other 10 exhibited detectable expression levels throughout grape development (Table 1). Eight of these 10 transcripts exhibited a downward trend during grape development (XM_002275070.2, XM_002267417.1, XM_003634850.1, HM807382.1, HM807383.1, NM_001281170.1, NM_001281238.1 and NM_001281080.1), and one transcript encoding (*E*)-beta-ocimene synthase (NM_001281016.1 in NCBI/ HM807386 in Martin et al., [39]) was expressed mostly in mature grapes. This gene expression was up-regulated in the berries of the GT region compared with the CL region at E-L 38 stage (Fig. 6b), which was not according with the accumulation of ocimenes. 

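XM_003634850.1, annotated as a myrcene synthase, fell, with a log2 slope of -3.54 (standard error 0.30, adjusted p = 6.05e-05) per stage step by edgeR's test. The slope of the alpha-terpineol synthase transcript XM_002267417.1, which also fell, was -1.36 (standard error 0.23, adjusted p = 0.000860), and that of XM_002275070.1 -1.79 (standard error 0.29, adjusted p = 0.000893). XM_002275070.1 had 2.21 ± 1.33 RPKM (SD, n = 2) in CL and 0.172 ± 0.168 in GT at E-L31 and a mean over both regions of 0.00937 at E-L38. Of the terpene synthase transcripts that Table 1 lists as expressed, 9 could be tested (2 of them without a cluster there), of which 5 fell and 1 rose, with the same counts when adjusted over the list alone. The 5 TPS-b transcripts of this group that come from the second reference are not analysed here.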

The present result was also consistent with another report [42]. Accordingly, the expression of this transcript for (*E*)-beta-ocimene synthase (NM_001281016.1) likely affects the production of ocimenes in the two investigated regions to a large extent. Another transcript encoding (*E*)-beta-ocimene synthase (NM_001281259.1 in NCBI, HM807385 in Martin et al. [39]) displayed different expression patterns in the grapes from the two regions in the two vintages. In detail, this gene expression in the GT grapes presented an upward trend in both of vintages. With regard to the CL grapes, its expression tended to rise from E-L 31 to E-L 36, and afterwards dropped at E-L 38 in the 2010 vintage, but the transcript was detected only at E-L 31 of the 2011 vintage (Fig. 6b). So we infered that the expression of this gene was not closely associated with the production of ocimene in mature berries. Based on the developmental expression pattern, two α-terpineol synthases, VviTer1 (AY572986.1) and VviTer2 (AY572987.1), were also considered not to be responsible for monoterpene accumulation in these Muscat Blanc a Petits Grains grapes because they displayed low expression levels that were only detected at a few stages. Conversely, the two transcripts annotated as alpha-terpineol synthase (XM_002267417.2) and myrcene synthases (XM_003634850.1) exhibited high abundances (XM_002267417.2 with RPKM > 900; XM_003634850.1 with RPKM > 5800). Accordingly we deduced that these two myrcene synthases were involved in the high accumulation of monoterpenes in this grape variety.

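In the RefSeq mapping, XM_003634850.1 had 17.8 ± 7.20 RPKM (SD, n = 2) in CL and 24.9 ± 25.9 in GT at E-L31, with a highest sample of 43.2, the 2010 sample of GT. It had 1.17 ± 0.171 RPKM in CL at E-L35 and a mean of 0.0149 at E-L38. XM_002267417.1 had 7.39 ± 1.73 RPKM in CL and 4.49 ± 3.04 in GT at E-L31, with a highest sample of 8.61, and a mean of 0.266 at E-L38. At E-L31 neither transcript differed between the regions by edgeR's test (adjusted p = 0.818 and 0.750). The levels from the authors' mapping to the second reference are not analysed here.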

Twenty-one transcripts were grouped into the TPS-g subfamily (Table 1). Among them, six had been removed from the current RefSeq mRNA database (2014-12-10 updated). The TPSs of this subfamily exclusively produce acyclic terpene alcohols. 10 *TPS-g* genes had been biochemically characterized by Martin et al. [42]. Of these functionally known *TPS-g* genes, five genes (HQ326231.1, HM807392.1, HM807393.1, HM807394.1 and XM_003635234.2) presented downward trends in the transcript production as berry ripening progressed (Fig. 6a), which was inconsistent with the accumulation of free monoterpene alcohols in this variety. This result also verified the previous finding that the expression of most *TPSs* did not entirely correlate with the production of terpene volatiles in grape berries [54, 55]. 

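VviNerL8 (XM_003635234.1 in the deposited tables), a TPS-g transcript annotated as a nerolidol synthase, had a mean of 2.54 RPKM over the 4 samples of E-L31 and of 0.105 at E-L35, and 0 counts in the 8 samples of E-L36 and E-L38. It fell over the stages by edgeR's test (adjusted p = 0.00265). Most of its 305 counts came from E-L31. The other 4 TPS-g transcripts of this group come from the second reference and are not analysed here.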

There may be regulation at the translational level, such as protein amount, enzyme activity or post-translational modifications. Notably, among the seven genes that have been demonstrated to be responsible for linalool synthesis *in vitro* [39], only *VviPNLinNer1*(HM807391.1) expression presented an upward trend with berry development (Fig. 6b), which paralleled with the accumulation of linalool (Fig. 4b). In Moscato Bianco grapes (a Muscat variety), *VviPNLinNer1* also displayed a similar developmental expression pattern [42]. The expression trend of *VviPNLinNer1* was quite different in 2011 GT-produced berries. With regard to the comparison between two regions, the expression of *VviPNLinNer1* at the E-L38 stage was up-regulated about 2.5-fold in the GT grapes in comparison to the CL grapes (Additional file 1: Table S2), whereas the concentration of linalool in matue grapes of GT was significantly lower (Fig. 4b). Evidently the differential accumulation of linalool between the grapes of both regions did not simply depend on the expression of this gene alone. *VviCSLinNer* (HM807393.1) was highly expressed at the E-L31 stage and rapidly declined at subsequent stages (Fig. 6b). The transcript abundance of this gene in the CL grapes was nearly 4-fold higher than that in the GT grapes at E-L 31 stage (Additional file 1: Table S2) when the CL grapes had higher concentration of bound linalool (Additional file 1: Table S1B). This implies that the expression of *VviCSLinNer* is likely region-dependent. Zhu et al. also observed that *VviCSLinNer* was highly expressed in the early developmental stages of Gewurztraminer grapes [56]. By contrast, Martin et al. observed that *VviCSLinNer* had an expression peak at veraison in Gewurztraminer grapes [11]. In our study, Three genes encoding for geraniol synthase: *VviCSGer* (HQ326231.1), *VviGwGer* (HM807398.1), and *VviPNGer* (HM807399.1) were also uniquely expressed at the green stage (E-L31 and E-L35), indicating that the expression of these genes is developmentally specific.

In addition, five genes that are currently annotated by NCBI as nerolidol synthases (XM_003635120.1, XM_003635129.1, XM_003635234.1, XM_003635365.1, and XM_003635343.1), two transcripts (XM_003635129.1 and XM_003635343.1) presented increasing expression levels along with the development of the grape berry, with one (XM_003635129.1) expressed higher in the berries of the GT region than of the CL region. 

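VviNerL4 (XM_003635129.1) had 0.107 ± 0.106 RPKM (SD, n = 2) in CL and 4.37 ± 6.18 in GT at E-L31, 1.85 ± 2.39 and 9.74 ± 9.57 at E-L35, 4.24 ± 0.840 and 11.0 ± 2.17 at E-L36, and 5.13 ± 1.57 and 6.36 ± 1.59 at E-L38. It rose over the stages by a log2 slope of 1.07 (standard error 0.35, adjusted p = 0.0261) per step. At E-L31 the 2011 sample of GT, at 8.74 RPKM of VviNerL4, lay apart from the other 3 samples, which were at or under 0.182. Its log2 ratio of GT over CL was 2.24 at E-L35 (adjusted p = 0.562) and 1.31 at E-L36 (adjusted p = 0.769), neither of which passed edgeR's test. At E-L36 the adjusted p lay from 0.430 to 0.918 over the alternatives tried. XM_003635343.1 had a mean of 0.110 RPKM at E-L31 and of 0.620 at E-L38, from 62 counts in all, too few to be tested.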

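At E-L31, VviNerL8 (XM_003635234.1) had 4.88 ± 3.19 RPKM (SD, n = 2) in CL and 0.190 ± 0.185 in GT, a log2 ratio of -4.99 (standard error 1.02, adjusted p = 0.167) by edgeR's test. Its level was 2.63 RPKM in the 2010 and 7.14 in the 2011 sample of CL, against 0.321 and 0.0592 in GT. Though this difference did not pass edgeR's test, it passed by DESeq2 (adjusted p = 0.0335), with each library as its own value (adjusted p = 0.0463) and by limma on log2(RPKM + 1) (adjusted p = 0.0149), in a range of 0.0149 to 0.667 over the alternatives. Single libraries added no values at E-L31, where each sample had 1 library. At E-L35 VviNerL8 had 0.161 ± 0.147 RPKM in CL and 0.0496 ± 0.0367 in GT, with an adjusted p of 0.522. At E-L36 and E-L38 it was listed at 0 in both regions.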

Another transcript (XM_003635234.1) had higher levels in the berries of the CL region compared with the GT region, suggesting that the accumulation of nerolidol in both regions should be dependent on the expression of this gene expression to a large degree.

### Genes corresponding to monoterpenol glucosyltransferases

Monoterpenol *β*-D-glucosyltransferases (GTs) are responsible for the conversion of free terpenes into their glycosidically bound form. For wine grapes, this enzyme is particularly important because free-form monoterpenes in grapes can be easily sent out to the atmosphere once they are produced, and the level of glycosidically bound monoterpenes, a storage form of volatiles in grapes, actually reflects the potential aromatic quality of grapes and wines. GTs are a large gene family that has not yet been clearly understood. Recently, monoterpenol *β*-D-glucosyltransferases (GTs) have been isolated from different grape varieties and biochemically characterized; they demonstrate high activity to geraniol, nerol and citronellol and contribute to the production of their glucosides during grape ripening [43, 44]. In this study, *VviUGT88A1L3* (*VviGT7* in Bönisch et al., [43]) showed similar expression trends in the two vintages with regard to the same region-produced grapes, so did *VviUGT85A2L4* (*VviGT14* in Bönisch et al., [44]) (Fig. 7). 

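VviGT14 (XM_002285734.2), which encodes a glucosyltransferase of geraniol and nerol, had r = 0.914 between the log2(RPKM + 1) values of 2010 and 2011 over the 8 combinations of stage and region. VviGT7 (XM_002276510.1 in the deposited tables) had r = 0.833 and VviGT15 (XM_002281477.2) r = 0.877. Of 10000 random lists of 3 tested transcripts, 98.7% had a lower median r.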

As for the grapes of CL region, *VviUGT88A1L3* (*VviGT7*, XM_002276510.2) was highly expressed at the pea-size stage (E-L31), much higher than that in GT grapes, and there was a sharp declining from E-L 31 to E-L 35 (in 2010 vintage) or E-L 36 stage (in 2011), followed by an increase at the E-L38 stage. This expression pattern was consistent with that observed in other Muscat grapes [43]. 

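In CL, VviGT7 had, in 2010 and 2011, RPKM of 67.6 and 64.5 at E-L31, 26.0 and 38.8 at E-L35, 33.6 and 22.7 at E-L36, 33.1 and 27.2 at E-L38. In GT the levels of VviGT7 were 27.4 and 24.9 at E-L31, 20.2 and 14.0 at E-L35, 20.6 and 21.6 at E-L36, 33.8 and 32.6 at E-L38. VviGT7 had no trend over the stages that passed edgeR's test when the regions were averaged (log2 slope 0.04 per step, adjusted p = 0.619). The slope was -0.21 in CL (adjusted p = 0.0840) and 0.29 in GT (adjusted p = 0.0303). At E-L38 the 2011 sample of CL lay apart, below the other 3 samples. Single steps from one stage to the next were not tested.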

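Summed over the stages up to each sample, the RPKM of VviGT7 (XM_002276510.1) had r = 0.877 and rho = 0.806 with the concentration of bound geraniol that the paper reports for the 16 samples (permutation p of r = 1e-05, the smallest the permutations can give, adjusted 2.14e-05 over 15 pairs). With bound nerol the sum had r = 0.879 and rho = 0.832. A sum over stages can only grow, and the median r of such sums with bound geraniol was 0.616 over the 19026 transcripts tested, of which 99.5% were below VviGT7. As deviations from the stage means, which remove the growth shared by all samples, the sums of VviGT7 had r = 0.655 with bound geraniol. With bound nerol this r was 0.698 and with bound linalool 0.730. Each sum holds the earlier stages of its region and vintage, so these deviations are not independent of each other. They carry the difference between CL and GT at E-L31 into every later stage, and region was not removed. The RPKM of VviGT7 per sample had r = 0.261 with bound geraniol as such deviations. No permutation within stages was run for VviGT7. The RPKM of VviGT7 in the sample itself had r = -0.0513 (permutation p = 0.869, adjusted 0.869) and rho = 0.221 (permutation p = 0.407) with bound geraniol. This r was 0.330 without the 2 samples farthest from the median of VviGT7, -0.565 in CL and 0.824 in GT. The sums were formed after the values per sample had been seen.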

The cumulative expression of this gene was positively correlated with the concentrations of geranyl and neryl glucosides (Additional file 1: Table S3). Moreover, the expression of *VviUGT88A1L3* at the E-L 31 stage was highly up-regulated in the CL region relative to the GT region. 

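At E-L31 VviGT7 had 66.0 ± 2.18 RPKM (SD, n = 2) in CL and 26.1 ± 1.73 in GT and was lower in GT in both vintages. Its log2 ratio of GT over CL was -1.29 (standard error 0.29, adjusted p = 0.144) and did not pass edgeR's test. It passed by DESeq2 (adjusted p = 0.00371) and by limma on log2(RPKM + 1) (adjusted p = 0.0374), in a range of 0.00371 to 0.667 over the alternatives. At E-L35 the log2 ratio of VviGT7 was -1.07 (adjusted p = 0.321).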

*VviUGT88A1L3* expression should partially contribute to the accumulation of geranyl and neryl glucosides during grape ripening. 

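VviGT14 (XM_002285734.2) had 3.27 ± 1.73 RPKM (SD, n = 2) at E-L31, 135 ± 27.5 at E-L35, 191 ± 27.2 at E-L36 and 88.0 ± 42.6 at E-L38 in CL. In GT it had 7.65 ± 9.64, 28.8 ± 8.90, 59.8 ± 24.1 and 99.7 ± 10.1 RPKM. Over the stages VviGT14 rose by a log2 slope of 1.63 (standard error 0.30, adjusted p = 0.00396) per step in CL and 1.34 (standard error 0.28, adjusted p = 0.00586) in GT, by edgeR's test. With both regions averaged the slope was 1.48 (adjusted p = 0.000268), and E-L38 exceeded E-L31 by a log2 ratio of 4.57 (standard error 0.66, adjusted p = 0.000430). The step from E-L36 to E-L38 was not tested on its own.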

*VviUGT85A2L4* (*VviGT14*, XM_002285734.2) expression in the berries of the CL region generally increased during E-L 31 to E-L 36 and decreased at the E-L 38 stage but increasingly increased in expression along with grape berry development in the GT region. This gene expression was significantly up-regulated in the CL-produced grapes relative to the GT-produced grapes. 

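The log2 ratio of GT over CL for VviGT14 was -2.46 (standard error 0.83, adjusted p = 0.341) at E-L35 and -1.68 (standard error 0.81, adjusted p = 0.515) at E-L36, where this gene was lower in GT in both vintages. At E-L35 VviGT14 had 116 RPKM in 2010 and 154 in 2011 in CL, against 22.5 and 35.1 in GT. Neither difference passed edgeR's test on n = 2 vintages per region. At E-L35 it passed with each library as its own value (adjusted p = 0.00641), in a range of 0.00641 to 0.783 over the alternatives, and at E-L36 under none (range 0.207 to 0.783). At E-L31 and E-L38 the log2 ratios were 1.43 and 0.20 (adjusted p = 0.485 and 0.981). From this difference between the regions, the paper infers that VviGT14 could be induced by the environment, and proposes that the different accumulation of bound geraniol and nerol largely depends on it.

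**Figure D3:**
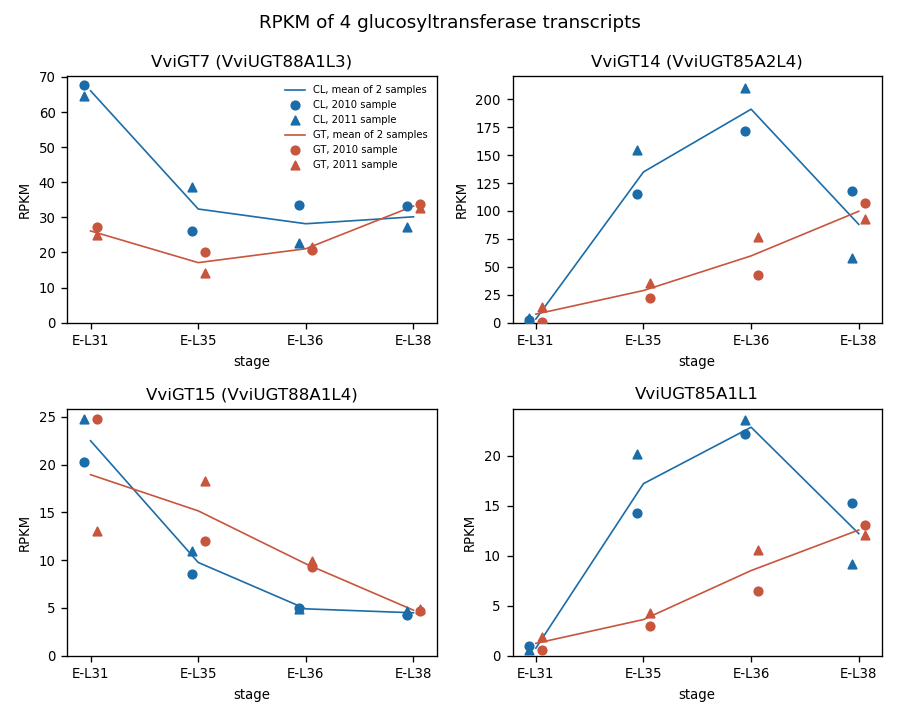
RPKM (y axis, linear from 0) of VviGT7, VviGT14, VviGT15 and VviUGT85A1L1 at the stages E-L31, E-L35, E-L36 and E-L38 (x axis), with 1 point per sample, circles for 2010, triangles for 2011, blue for CL and red for GT, and lines through the means of the 2 samples. The mean of VviGT14 at E-L36 is 191 in CL and 59.8 in GT.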

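Across the 16 samples, the RPKM of VviGT14 (XM_002285734.2) had r = 0.474 (permutation p = 0.0625, adjusted 0.156 over 15 pairs) and rho = 0.532 (permutation p = 0.0365, adjusted 0.0617) with the paper's concentration of bound geraniol. With bound nerol r was 0.554 (permutation p = 0.0259, adjusted 0.128) and rho 0.621 (permutation p = 0.0121, adjusted 0.0303), and with bound linalool r was 0.353 (permutation p = 0.183, adjusted 0.274) and rho 0.712 (permutation p = 0.00284, adjusted 0.0177). For bound geraniol r was 0.319 without the 2 samples farthest from the median of VviGT14, 0.262 in the 8 samples of CL and 0.756 in those of GT. When each value was taken as its deviation from the mean of its stage, r was 0.153 (permutation within stages, p = 0.600). The RPKM of VviGT14 summed over the stages up to each sample, a form that the paper names for VviGT7 and that was run here after these values had been seen, had r = 0.929 with bound geraniol, 0.932 with bound nerol and 0.865 with bound linalool. As deviations from the stage means, these sums had r = 0.323 with bound geraniol (permutation within stages, p = 0.276).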

According to the data acquired in the grapes of two regions and two vintages, the expression of *VviUGT85A2L4* strongly positively correlated with the concentrations of geranyl, neryl and linayl glucosides in Muscat Blanc à Petits Grains berries (r = 0.93, 0.94, 0.86, respectively, *p* < 0.05; Additional file 1: Table S3). From the significant difference in *VviUGT85A2L4* transcript abundance between the berries of the two regions, it is inferred that *VviUGT85A2L4* could be environmentally induced, and differential accumulation of glycosidically bound geranyl and neryl between the regions should largely depend on the expression of this gene. 

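VviGT15 (XM_002281477.2), which encodes a further glucosyltransferase of monoterpenols, had 22.5 ± 3.18 RPKM (SD, n = 2) at E-L31, 9.76 ± 1.70 at E-L35, 4.90 ± 0.0869 at E-L36 and 4.49 ± 0.288 at E-L38 in CL. In GT it had 18.9 ± 8.28, 15.2 ± 4.45, 9.61 ± 0.480 and 4.76 ± 0.116 RPKM. The 2011 samples of GT had 13.1 RPKM of VviGT15 at E-L31 and 18.3 at E-L35. It fell over the stages, with a log2 slope of -0.57 (standard error 0.06, adjusted p = 9.05e-05) per step by edgeR's test.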

The expression of *VviUGT88A1L4* (*VviGT15*, XM_002281477.2) gradually decreased in developing berries, apart from the higher expression in 2011-vintage GT grapes at the E-L 35 stage than at the E-L 31 stage. Moreover, this gene did not exhibit significant difference in the transcript abundance between the regions. Therefore it is thought that *VviUGT88A1L4* is not associated with the differential accumulation of glycosidically-bound terpenes across the two regions. 

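The log2 ratio of GT over CL for VviGT15 was -0.24 at E-L31, 0.37 at E-L35, 0.92 (standard error 0.28, adjusted p = 0.381) at E-L36 and 0.11 at E-L38. None of these passed edgeR's test, with adjusted p from 0.381 at E-L36 to 0.970 at E-L38. Of the 3 glucosyltransferases VviGT7, VviGT14 and VviGT15, 0 passed at E-L35, against 2 at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma on log2(RPKM + 1) and 2 with each library as its own value.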

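VviGT16 (XM_002263122.1), the fourth of the glucosyltransferases characterized in grapes, had 0 counts in each of the 24 libraries, of 254675326 counts in all. A count of 0 allows up to 3 counts, which is 0.0665 to 0.466 RPKM in a single sample and 0.00696 RPKM over all samples. These limits cover counting error only.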

As for *VviUGT85A2L5* (*VviGT16*, XM_002263122.1), its transcript was not detected in this study. Bönisch and his colleagues also found that *VviUGT85A2L5* has little involvement in the glycosylation of these compounds in *Vitis vinifera* grapes [44].

**Fig. 7:**
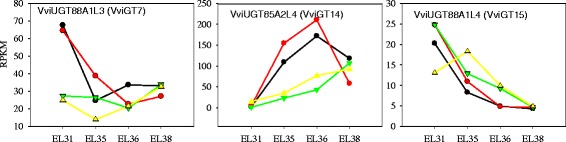
Expression profile of three genes corresponding to monoterpenol glucosyltransferases

To identify additional candidate *Vvi*UGTs that act in the synthesis of glycosidically bound terpenes in grape berries, we adopted K means clustering analysis to cluster the expression patterns of 147 *VviUGTs* corresponding to UDP-glycosyltransferases (UGTs) in our RNA-seq data (Additional file 2: Figure S1). 

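VviGT14 (XM_002285734.2) and VviUGT85A1L1 (XM_002285742.2) were among the UDP-glycosyltransferase transcripts that rose over the stages. Of the 32 transcripts that the supplement lists as selected by K means clustering, 28 could be tested, and 14 rose and 0 fell by edgeR's test (the same counts when adjusted over the list alone). Their median log2 slope was 0.39 per stage step, 20 slopes being positive and 8 negative. As a set they rose more than other transcripts by camera with a preset correlation of 0.01 (adjusted p = 9.13e-05), a call that is lost with an estimated correlation (adjusted p = 0.399). The list was chosen on the upward course of these same samples, so its slopes are not independent evidence.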

A total of 32 *VviUGTs* in clusters 1, 2 and 3 exhibited upward trends in expression parallel with the production of glycosidically bound terpenes (Additional file 2: Figure S1A, detailed information of the selected genes is provided in Additional file 1: Table S4A). A phylogenetic tree was conducted based on the amino acid sequences of the 147 *Vvi*UGTs. These genes were divided into several groups (Additional file 2: Figure S1B, detailed information of the selected genes is provided in Additional file 1: Table S4B). Twenty-four sequences displayed high similarity with known terpene GTs (VviGT7/ VviGT14/ VviGT15/ VviGT16). Combining the results of the K means analysis with the sequence similarity analysis; we speculated that these four transcripts should be putative monoterpenol glucosyltransferases. According to the grapevine gene naming system recommended by Grimplet et al. [57], they were named as *VviUGT88A1L1* (XM_002276679.2), *VviUGT*86A1L (XM_002276822.1), *VviUGT85A1L1* (XM_002285742.2) and *VviUGT85A1L3* (XM_002268601.2). The four genes were all increasingly expressed as grapes ripen. 

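VviUGT85A1L1 (XM_002285742.2), 1 of these 4 putative monoterpenol glucosyltransferases, went from 0.750 ± 0.265 RPKM (SD, n = 2) at E-L31 to 12.2 ± 4.30 at E-L38 in CL and from 1.23 ± 0.959 to 12.6 ± 0.696 in GT. By edgeR's test it rose by a log2 slope of 1.31 (standard error 0.12, adjusted p = 5.62e-05) per stage step. VviUGT85A1L3 (XM_002268601.2) rose by 1.55 (standard error 0.34, adjusted p = 0.00345) and had 36.1 ± 7.33 RPKM in CL and 71.5 ± 15.3 in GT at E-L38. Its E-L31 sample of GT 2011, at 53.7 RPKM, lay apart from the other 3 samples of that stage, which were at or under 0.379. VviUGT88A1L1 (XM_002276679.2) rose by 0.72 (standard error 0.19, adjusted p = 0.00878), though it had 3.26 ± 2.32 RPKM in CL at E-L31 and 2.50 ± 0.0532 at E-L38. VviUGT86A1L (XM_002276822.1) had a slope of 0.27 (adjusted p = 0.0881), which passed only when adjusted over these 4 transcripts alone, a list chosen on the same samples.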

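The RPKM of VviUGT85A1L1 (XM_002285742.2) had r = 0.580 (permutation p = 0.0189, adjusted 0.128 over 15 pairs) and rho = 0.638 (permutation p = 0.00936, adjusted 0.0281) with bound nerol over the 16 samples. Without the 2 samples farthest from the median of VviUGT85A1L1 this r was 0.386, and it was 0.441 in CL and 0.700 in GT. With bound geraniol VviUGT85A1L1 had r = 0.496 (permutation p = 0.0507, adjusted 0.152), which became 0.569 (adjusted p = 0.0498) with both on a log2 scale. VviUGT88A1L1 (XM_002276679.2) had r = 0.370 (permutation p = 0.153, adjusted 0.255) and rho = 0.532 (permutation p = 0.0370, adjusted 0.0617) with bound linalool. For VviUGT88A1L1 and bound geraniol r was 0.333, 0.0324 in CL and 0.828 in GT. The concentrations are those the paper reports.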

The transcript accumulation of *VviUGT85A1L1* and *VviUGT88A1L1* was positively correlated with the production of geranyl, neryl and linaloyl glucosides in Muscat Blanc à Petits Grains berries (Additional file 1: Table S3). Furthermore, *VviUGT85A1L1* was up-regulated at the E-L36 stage in the CL region relative to the GT region, which was consistent with the accumulation of geranyl, neryl and linayl glucosides in berries. As a result, the expression of *VviUGT85A1L1* was probably related to differential accumulation of these bound compounds across the two regions. 

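At E-L36, VviUGT85A1L1 had 22.9 ± 0.950 RPKM (SD, n = 2) in CL and 8.52 ± 2.91 in GT and was lower in GT in both vintages. Its log2 ratio of GT over CL was -1.44 (standard error 0.44, adjusted p = 0.381) and passed neither edgeR's test nor any alternative tried (adjusted p from 0.0842 to 0.614). At E-L35 VviUGT85A1L1 had 17.2 ± 4.19 RPKM in CL and 3.62 ± 0.937 in GT, a log2 ratio of -2.52 (standard error 0.47, adjusted p = 0.222). That difference did not pass edgeR's test, and it passed by DESeq2 (adjusted p = 7.36e-05) and with each library as its own value (adjusted p = 0.000363), in a range of 7.36e-05 to 0.721 over the alternatives. VviUGT85A1L3 had 22.5 ± 14.1 RPKM in CL and 76.5 ± 11.8 in GT at E-L36 (log2 ratio 1.64, adjusted p = 0.679, 0.324 to 0.907 over the alternatives). From the difference of VviUGT85A1L1 at E-L36 and the matching glucosides, the paper infers that its expression was probably related to the different accumulation of these bound compounds in the regions.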

Further biochemical characterization is necessary to better understand the mechanisms of these putative glucosyltransferases.

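Averaged over the 4 stages, VviHDR (XM_002284623.2) had a log2 ratio of GT over CL of -0.44 (standard error 0.16, adjusted p = 0.176) by edgeR's test. VviGT14 (XM_002285734.2) had -0.63 (standard error 0.40, adjusted p = 0.417) and VviUGT85A1L1 (XM_002285742.2) -0.71 (standard error 0.24, adjusted p = 0.161). All 3 averages lay on the side of CL and none passed the test. VviNerL8 (XM_003635234.1) had no reads at E-L36 and E-L38, so an average over the stages has no meaning for it. Its CL levels exceeded those of GT in both vintages at E-L31.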

In summary, based on the associations between the transcript accumulations and the production of final metabolites, we identified some genes that possibly dominate the differential accumulation of free-form and/or glucosidically bound monoterpenes in the CL and GT regions, such as *VviHDR* (XM_002284623.2)*, VviCSLinNer* (HM807393.1), a nerolidol synthase gene (XM_003635234.1), *VviGT14* (XM_002285734.2) and *VviUGT85A1L1* (XM_002285742.2)*.* Regardless of the effect of vintage, these genes were all significantly differentially expressed between the regions. In addition, other regionally differentially expressed genes (DEGs) were also identified, including *VviDXS5* (XM_002266889.2), three *VviHMGR* genes (XM_002265602.1, XM_002283147.2 and XM_002275791.2) and 8 *VviTPSs*. However, the accumulation of their transcripts was not strongly positive correlated with the production of final terpene metabolites.

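Of VviDXSL4, VviHMGR1, VviHMGR2 and VviHMGR3, no region difference passed edgeR's test at any stage. Over all 19026 transcripts, 0 passed at E-L31, against 2654 at an unadjusted p under 0.05, 462 by DESeq2, 164 by limma on log2(RPKM + 1) and 208 with each library as its own value. A fit without the 2010 sample of GT at E-L31 rests on the 2011 sample alone. That sample lay at 0.479 on the developmental axis of the closing section, against 0.0908 for CL of 2011. Calls of that fit cannot be told apart from development. At E-L35, 0 passed, against 2176 at an unadjusted p under 0.05, 148 by DESeq2, 0 by limma on log2(RPKM + 1) and 671 with each library as its own value. At E-L36, 4 transcripts passed, all lower in GT, of which XM_002268881.2, to which the reference gives no name, had 8.70 ± 2.09 RPKM (SD, n = 2) in CL and 1.21 ± 0.347 in GT, a log2 ratio of -2.90 (standard error 0.33, adjusted p = 0.0429). By DESeq2 136 passed at E-L36, by limma on log2(RPKM + 1) 1, with each library as its own value 5, and with vintage or vintage within stage as a replicate block, or only the 4 samples of the stage, 0. XM_002266857.2, the single transcript that passed at E-L38, had 23.6 ± 7.74 RPKM in CL and 4.58 ± 0.913 in GT, a log2 ratio of -2.19 (standard error 0.22, adjusted p = 0.0163). With only library 1 of the 2010 sample of GT at E-L38, 19 passed there. In all libraries, 102 passed at E-L38 by DESeq2, 7 by limma on log2(RPKM + 1) and 325 with each library as its own value. The call at E-L38 was lost with vintage within stage as a replicate block and with only the 4 samples of the stage (0 passed each), while that block gave 3 transcripts at E-L31.
The region difference averaged over the stages passed for 15 transcripts, of which 3 were higher in GT, such as XM_002285612.2 with a log2 ratio of 2.09 (standard error 0.29, adjusted p = 0.0393), and 12 lower. None of them is named in the paper. By DESeq2 350 passed, by limma on log2(RPKM + 1) 19, with each library as its own value 439, with vintage as a replicate block 0, and with vintage within stage as a block 3. The fit without the 2010 sample of GT at E-L31 is limited here in the same way.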

### Co-expression network analysis of transcription factors (*TFs*) and differentially expressed genes (DEGs)

To identify potential transcription factors (TFs) that regulate these DEGs, we performed network analysis of the correlations between the expression levels of various *TFs* and the DEGs. Based on the annotated grape genome, we first selected 725 transcription factors (TFs) of different classes in the present database. Pearson correlation coefficients were calculated with respect to each pair of variables (structural genes vs. *TFs*) across the profiles at various developmental stages. DEGs and *TFs* with high correlation coefficients (absolute value > 0.8) were connected by a line to construct a correlation network module. Co-expression between DEGs and *TFs* was additionally visualized in Fig. 8a.

**Fig. 8:**
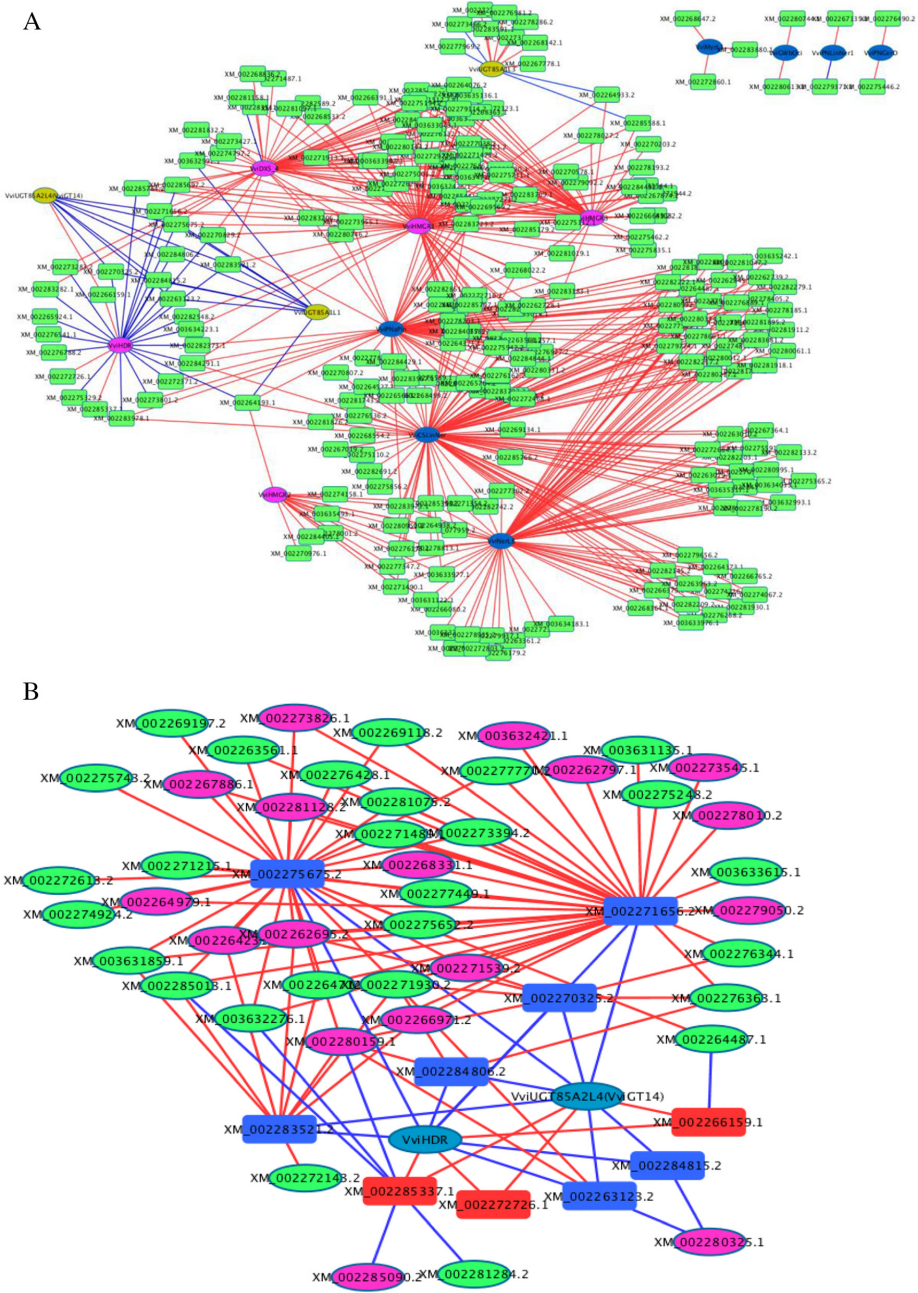
**a** Co-expression network analysis for the differentially-expressed structural genes and candidate transcription factor (TF) genes. The TFs listed in the plot have a high correlation coefficient (≥|0.8|) with structural genes in terms of transcript accumulation. Structure genes are represented as circle nodes. Different colors are used for the various gene categories: pink for genes in terpene precursory pathway, blue for terpene synthase genes, yellow for glucotransferase genes. TFs are represented as rectangle nodes, and TF gene ID is shown in the tectangle. The annotation of all genes and TFs in this network is listed in Additional file 1: Table S6. **b** Co-expression network analysis for structural genes, candidate TF genes and ripening-associated genes. In this network, structural genes were *VviHDR* and *VviUGT85A2L4* (*VviGT14*) that potentially dominate differential accumulation of terpenes in the grapes between the GT and CL regions; TFs in plot B are those that positively (in red rectangle) and negatively (in blue rectangle) co-expressed with both *VviHDR* and *VviUGT85A2L4* (*VviGT14*); the ripening-associated genes listed in plot B have over 0.8 of the correlation coefficient absolute value with TF genes in terms of transcript accumulation. Pink oval indicates the genes related to ABA biosynthesis and signal transduction, and green oval represents the genes related to ethylene biosynthesis and signal transduction. In plots A and B, lines connecting two nodes represent significant correlation: red means a positive correlation and blue means a negative correction

In recent years, some TFs of the MYC, WRKY, AP2, AP2/ERF and MYB families have been reported to be involved in the transcriptional regulation of terpene synthesis genes in other plants, such as *Catharanthus roseus*, *Arabidopsis* and *Solanum lycopersicum* trichomes [58–62]. Most of these identified TFs control the promoters of sesquiterpene synthase genes. In this study, some members of these TF families were also positively or negatively co-expressed with DEGs, including genes not only involved in the MEP and MVA pathways but also in the synthesis of free and glucosidically bound monoterpenes. For example, AP2/ERF/B3 (XM_002276456.1) strongly positively correlated with *VviDXSL4* (XM_002266889.2), *VviHMGRs* (XM_002265602.1 and XM_002275791.2) and *VviPNaPin* (HM807384.1) transcript accumulation with coefficients of 0.84, 0.90, 0.80, 0.87, respectively (Additional file 1: Table S5); HMGR is an enzyme in the biosynthetic pathway of sesquiterpenes (Fig. 5). 

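The AP2/ERF and B3 domain transcript XM_002276456.1 had 3.71 ± 1.34 RPKM (SD, n = 2) in CL and 3.25 ± 2.68 in GT at E-L31 and 0.353 ± 0.248 and 0.225 ± 0.0614 at E-L38, a course like that of VviHMGR1. With VviHMGR1 it had r = 0.899 (permutation p = 1e-05, adjusted 0.000127) and rho = 0.871 (permutation p = 5.00e-05, adjusted 0.000544) over the 16 samples, adjusted over 127 pairs. Without the 2 samples farthest from the median of VviHMGR1, r was 0.800, and it was 0.922 in CL and 0.925 in GT. With VviDXSL4 it had r = 0.839 (permutation p = 0.000300, adjusted 0.00100) and rho = 0.824 (permutation p = 0.000160, adjusted 0.000847), and with VviHMGR3 r = 0.798 (permutation p = 0.000780, adjusted 0.00218) and rho = 0.806 (permutation p = 0.000380, adjusted 0.00142). A correlation of this size is common for these genes, since 19.3% of all transcripts had an absolute r of at least 0.8 with VviHMGR1 and 9.67% with VviDXSL4. The permutations exchange all samples and so do not remove the course over the stages that the transcripts share.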

In *Artemisia annua*, two AP2/ERF family transcription factors (ERF1 and ERF2) up-regulated the expression of the gene encoding amorpha-4,11-diene synthase (a sesquiterpene synthase) [60]. Moreover, we observed that an ethylene-responsive TF (XM_002267364.1, *VviCRF4*), six AP2/ERFs, forty-five ERFs, four MYCs, twenty WRKYs and nine MYBs highly co-expressed with several *VviTPSs,* such as *VviCSLinNer* (HM807393.1) and nerolidol synthase-like gene (NM_001280966.1/HM807396.1) (Additional file 1: Table S5), suggesting that these TFs could potentially activate the promoters of the above structural genes.

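VviCRF4 (XM_002267364.1), an ethylene response factor, had 10.8 ± 2.85 RPKM (SD, n = 2) in CL and 1.66 ± 1.26 in GT at E-L31, and 0.159 ± 0.139 and 0.0331 ± 0.0467 at E-L38. It fell over the stages, with a log2 slope of -1.70 (standard error 0.24, adjusted p = 0.000282) per step by edgeR's test. Its region difference at E-L31, a log2 ratio of -2.50, did not pass edgeR's test (adjusted p = 0.222), but it passed by limma on log2(RPKM + 1). Among the synthases of the network, VviNerL8 is the one in the deposited tables with pairs of both transcripts. Of 85 such pairs, 77 had an r of at least 0.8, among them 26 of 28 with ERF, 11 of 11 with WRKY and 3 of 3 with MYC transcripts. In the 8 samples of GT alone, 34 of these pairs reached that size, and over all transcripts tested 5.10% did so in the 16 samples. The paper chose these pairs by their correlation in the same samples, so the count of 77 cannot be read against that share. VviNerL8 had counts in 8 of the 16 samples and reached 1 RPKM in 2 of them, so its r can rest on few samples. The synthases read from the second reference are not analysed here.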

The transcriptional regulation of monoterpenol glycosyltransferases (GTs) recently identified in grapes is not yet understood. This co-expression network analysis revealed that many TFs strongly negative correlated with transcript accumulation of *VviUGT85A2L4* (*VviGT14)* and the other two glucosyltransferase genes, *VviUGT85A1L1* (XM_002285742.2) and *VviUGT85A1L3* (XM_002268601.2) (Fig. 8a). These potential TFs included the members of the bHLH, HD-Zip, GATA, NF-YC, NF-YB families that respond to light [63, 64]. 

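VviUGT85A1L1 was negatively correlated with all 10 transcription factors that Table S5 pairs with it, 9 of them at an r of -0.8 or below, the strongest being HBP-1b(c1)-like (r = -0.882). VviGT14 had 8 negative pairs and 1 positive, all of an absolute r of at least 0.8. For VviUGT85A1L3, 4 of 11 pairs were negative. The pairs of VviGT14 reached that size in 9 cases in the 8 samples of CL alone and in 0 in those of GT. For VviGT14 1.41% of all tested transcripts had such an r. Of the 384 pairs of Table S5 with both transcripts in the deposited tables, 351 had an absolute r of at least 0.8, and 121 did so without the 4 samples of E-L31. The network was chosen by its correlations in these samples, so the counts are not independent evidence.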

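VviERF3L (XM_002285337.1), an ethylene response factor, had r = 0.774 (permutation p = 0.000390, adjusted 0.00124) and rho = 0.815 (permutation p = 0.000200, adjusted 0.000901) with VviGT14 (XM_002285734.2) over the 16 samples, adjusted over 127 pairs. This r was 0.951 in CL and 0.282 in GT, and 0.718 without the 2 samples farthest from the median of VviGT14. The trihelix factor VviGT-2L (XM_002266159.1) had r = 0.805 (permutation p = 0.000210, adjusted 0.000808) and rho = 0.862 (permutation p = 3.00e-05, adjusted 0.000476) with VviGT14, 0.866 in CL and 0.583 in GT. VviGATA5L (XM_002272726.1) had r = 0.772 (permutation p = 0.000420, adjusted 0.00130) and rho = 0.785 (permutation p = 0.000470, adjusted 0.00166), 0.748 in CL and 0.680 in GT.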

Notably, *Vvi*ERF3L (XM_002285337.1), *Vvi*GATA5L (XM_002272726.1) and *Vvi*GT-2 L (XM_002266159.1, a trihelix TF), positively co-expressed with *VviUGT85A2L4* (*VviGT14*). The trihelix TF (XM_002266159.1) transcript increasingly accumulated with grape ripening and responded to the production of glycosidically bound monoterpenes. 

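VviGT-2L had 104 ± 25.5 RPKM (SD, n = 2) in CL and 107 ± 32.1 in GT at E-L31, 154 ± 13.2 and 135 ± 9.82 at E-L36, and 132 ± 19.5 and 128 ± 7.15 at E-L38. It rose over the stages by a log2 slope of 0.24 (standard error 0.06, adjusted p = 0.00656) per step by edgeR's test. The slope in CL alone was 0.25 (adjusted p = 0.0421) and in GT alone 0.24 (adjusted p = 0.0556). VviGATA5L rose by 0.49 (standard error 0.16, adjusted p = 0.0221) per step, and the slope of VviERF3L was 0.43 (adjusted p = 0.0630).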

In the work of Kaplan-Levy and his colleagues, the trihelix family TFs were found to respond to light, stress and development [65]. Based on our present finding, we suggest that the trihelix TF (XM_002266159.1, *Vvi*GT-2 L) could be involved in the regulation of glycosidically bound monoterpene biosynthesis. Additionally, one MYB TF (XM_002265012.1, *VviMYBA2*), two WERK TFs (XM_002277846.2 and XM_002284930.1) and two ERF TFs (XM_002285337.1 and XM_002263269.2) also positively co-expressed with *VviGT1,* with a correlation coefficient of approximately 0.7.

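VviMYBA2 (XM_002265012.1), which encodes a MYB factor of berry colouring, had r = 0.331 (permutation p = 0.210, adjusted 0.272) and rho = 0.453 (permutation p = 0.0794, adjusted 0.129) with VviGT14, taken here for the gene that the paper writes as VviGT1. In the 2011 sample of GT at E-L31 VviMYBA2 had 54.8 RPKM, against 0 in the 2010 sample of GT and 0.144 ± 0.0743 (SD, n = 2) in CL. On log2(RPKM + 1) the r of VviMYBA2 and VviGT14 was 0.779, and it was 0.739 in CL and 0.340 in GT on RPKM. The WRKY transcript XM_002277846.2 had r = 0.734 (permutation p = 0.00100, adjusted 0.00265) and rho = 0.700 (permutation p = 0.00314, adjusted 0.00732) with VviGT14 and XM_002284930.1 r = 0.703 (permutation p = 0.00301, adjusted 0.00648) and rho = 0.765 (permutation p = 0.000960, adjusted 0.00304). The ERF transcript XM_002263269.2 had r = 0.722 (permutation p = 0.00187, adjusted 0.00440) and rho = 0.732 (permutation p = 0.00175, adjusted 0.00483), with r = 0.866 in CL and 0.681 in GT.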

Based on this co-expression analysis, the functions of some TFs were predicted. For example, *VviCAMTA4L* (XM_002270829.2, a calmodulin-binding TF) had a strong positive correlation with *VviDXSL4* (XM_002266889.2), *VviHMGR1 (*XM_002265602.1), *VviHMGR2* (XM_002275791.2), and *VviPNaPin* (HM807384.1) in terms of transcript accumulation, but was highly negative correlated with *VviHDR* (Additional file 1: Table S5). 

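VviCAMTA4L (XM_002270829.2), which encodes a calmodulin-binding factor, had 18.7 ± 3.73 RPKM (SD, n = 2) in CL and 16.4 ± 4.97 in GT at E-L31 and fell over the stages, with a log2 slope of -0.19 (standard error 0.04, adjusted p = 0.00298) per step by edgeR's test. With VviHMGR1 it had r = 0.934 (permutation p = 1e-05, adjusted 0.000127) and rho = 0.832 (permutation p = 9.00e-05, adjusted 0.000544). With XM_002275791.2, the transcript named VviHMGR3 elsewhere in the paper, it had r = 0.848 (permutation p = 5.00e-05, adjusted 0.000318) and rho = 0.791 (permutation p = 0.000370, adjusted 0.00142), and with XM_002283147.2, there named VviHMGR2, r = 0.504 (permutation p = 0.0472, adjusted 0.0749). With VviDXSL4 it had r = 0.798 (permutation p = 0.000520, adjusted 0.00154) and rho = 0.709 (permutation p = 0.00299, adjusted 0.00730). Against VviHDR it had r = -0.822 (permutation p = 6.00e-05, adjusted 0.000363) and rho = -0.756 (permutation p = 0.000980, adjusted 0.00304), r being -0.901 in CL and -0.969 in GT and -0.802 without the 2 samples farthest from the median of VviHDR. The region differences of VviCAMTA4L did not pass edgeR's test at any stage (adjusted p from 0.719 at E-L35 to 0.980 at E-L38).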

CAMTAs (calmodulin binding transcription factors) link environmental cues with phytohormone-dependent growth responses. *Arabidopsis* CAMTAs are induced by both biotic and abiotic stresses and respond differentially and rapidly (within <15 min) to heat stress, cold stress, high salinity, drought, UV radiation, mechanical wounding, phytohormones (ethylene and ABA) and signal elicitors, such as methyl jasmonate (MJ) and salicylic acid (SA) [66, 67]. This study also revealed that *VviCAMTA4* could respond to distinctive climates of the CL and GT regions at the transcriptional level and regulate the expression of monoterpene synthesis-related genes. Additionally, heat shock transcription factors (Hsf) have been shown to participate in the regulation of heat responses in berries [68]. In this study, five members of the Hsf family also displayed high co-expression with *VviPNLinNer1* and *VviCSLinNer*, two nerolidol synthase-like genes (NM_001280966.1/HM807396.1; XM_003635234.1). 

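With VviNerL8, the heat stress factor A-3-like (XM_002277302.2) had r = 0.955 (permutation p = 0.00165, adjusted 0.00395) and rho = 0.264 (permutation p = 0.320, adjusted 0.410). This r was 0.0735 without the 2 samples farthest from the median of VviNerL8, 0.982 in CL and 0.344 in GT. The factor C-1-like (XM_002280992.1) had r = 0.858 (permutation p = 0.000150, adjusted 0.000635) and rho = 0.795 (permutation p = 0.000450, adjusted 0.00163), 0.659 without those samples, and r = 0.958 in CL and 0.938 in GT. For A-8-like (XM_003631122.1) r was 0.892 and rho 0.0503 (permutation p = 0.00444 and 0.854), and for A-4b-like (XM_002278001.2) r was 0.711 and rho 0.297 (permutation p = 0.00306 and 0.263). Without the 2 samples farthest from the median of VviNerL8, r was -0.465 for A-8-like and -0.193 for A-4b-like.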

Recently, PIF5, a basic helix-loop-helix (bHLH) transcription factor, was found to regulate the transcription of MEP pathway genes and function as an IPP-metabolism enhancer [69]. 

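The phytochrome-interacting factor PIF3 (XM_002276162.2) had 8.04 ± 1.14 RPKM (SD, n = 2) in CL and 4.16 ± 1.83 in GT at E-L31 and 1.94 ± 0.272 and 1.96 ± 0.242 at E-L38, and fell over the stages with a log2 slope of -0.41 (standard error 0.07, adjusted p = 0.000829) per step by edgeR's test. With VviNerL8 (XM_003635234.1) it had r = 0.742 (permutation p = 0.00837, adjusted 0.0159) and rho = 0.848 (permutation p = 0.000170, adjusted 0.000864), and r was 0.311 without the 4 samples of E-L31. PIF1 (XM_002263361.2), which had 1.20 ± 1.41 RPKM in CL at E-L31 and too few counts to be tested for a trend, had r = 0.944 (permutation p = 0.00779, adjusted 0.0150) and rho = 0.828 (permutation p = 0.000210, adjusted 0.000901) with VviNerL8 and r = 0.721 without the 2 samples farthest from the median of VviNerL8. Within the regions the r of PIF3 and VviNerL8 was 0.791 in CL and 0.941 in GT, and that of PIF1 was 0.951 in CL and 0.864 in GT. The other synthases of these pairs come from the second reference and are not analysed here.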

In the present prediction, both PIF3 (XM_002276162.2) and PIF1 (XM_002263361.2) exhibited strong co-expression with *VviCSLinNer* (HM807393.1), *VviNerL8* (XM_003635234.1) and *VviPNaPin* (HM807384.1). Therefore, PIFs (such as PIF3 and PIF1) are also probably involved in the regulation of terpene biosynthesis downstream pathway in grapes.

To further understand which TFs potentially contribute to regionally differential accumulation of terpenes, we identified the differentially-expressed *TFs* in grapes of the same developmental stage across two regions. The result showed that there were different candidate TFs at four developmental stages of grapes (Additional file 1: Table S6). At the E-L 31 and E-L 38 stages, except for the gene coding for a homeobox-leucine zipper protein HOX3-like (XM_002280613.2), the other candidate *TFs* all had significantly lower expression levels in the grapes of the GT region than in the CL grapes and most positively co-expressed with the DEGs (Additional file 1: Table S6). Conversely, at the E-L 34 and El-35 stages, most of the candidate *TFs* were transcriptionally up-regulated in the CL-produced grapes relative to the GT grapes. 

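At E-L31 the bHLH92-like factor XM_002284195.1 had 63.5 ± 14.4 RPKM (SD, n = 2) in CL and 5.38 ± 2.66 in GT, a log2 ratio of -3.59 (standard error 1.12, adjusted p = 0.217), and MYC2 (XM_002264373.1) had 40.8 ± 3.01 and 15.6 ± 4.67 RPKM, a log2 ratio of -1.37 (standard error 0.36, adjusted p = 0.186). All 3 factors of Table S6 at this stage, VviCRF4 among them, had a lower mean in GT, and 0 passed edgeR's test, against 3 at an unadjusted p under 0.05, 2 by DESeq2, 1 by limma on log2(RPKM + 1) and 0 with each library as its own value. At E-L38 the ATHB-13-like factor XM_002276853.1 had 4.89 ± 1.69 RPKM in CL and 1.21 ± 0.338 in GT, a log2 ratio of -1.92 (standard error 0.89, adjusted p = 0.648). HOX3-like (XM_002280613.2) had 5.76 ± 5.83 RPKM in CL and 12.3 ± 3.03 in GT, a log2 ratio of 1.04 (standard error 0.70, adjusted p = 0.768). Of the 13 factors of Table S6 at E-L38, 12 had a negative and 1 a positive log2 ratio, and 0 passed edgeR's test, against 6 at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma on log2(RPKM + 1) and 2 with each library as its own value. Adjusted over each list alone, 3 of the E-L31 and 1 of the E-L38 factors passed. The paper chose these lists by the region differences of the same samples, so they are not independent evidence.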

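At E-L35 the ATHB-12-like factor XM_002271487.1 had 2.05 ± 1.53 RPKM (SD, n = 2) in CL and 14.2 ± 10.8 in GT (log2 ratio 2.52, standard error 1.04, adjusted p = 0.403), and WRKY7-like (XM_002283183.1) 8.23 ± 1.09 and 18.0 ± 4.87 (log2 ratio 0.90, standard error 0.35, adjusted p = 0.388). WRKY70-like (XM_002272468.1) had 18.5 ± 7.22 RPKM in CL and 5.83 ± 0.558 in GT (log2 ratio -1.80, standard error 0.80, adjusted p = 0.422), and bHLH104-like (XM_002268554.2) 27.7 ± 0.962 and 13.0 ± 2.91 (log2 ratio -1.35, standard error 0.39, adjusted p = 0.323). Of the 8 factors of Table S6 at E-L35, 6 were higher and 2 lower in GT. By edgeR's test 0 passed, against 8 at an unadjusted p under 0.05, 0 by DESeq2, 0 by limma on log2(RPKM + 1) and 3 with each library as its own value. At E-L36 the only factor of the table, HAT14-like (XM_002268142.1), had 21.6 ± 1.61 RPKM in CL and 47.7 ± 0.429 in GT, a log2 ratio of 1.11 (standard error 0.43, adjusted p = 0.442).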

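The homeodomain leucine zipper factor HAT5-like (XM_002271656.2) had 38.4 ± 9.57 RPKM (SD, n = 2) in CL and 92.8 ± 23.0 in GT at E-L35 and was higher in GT in both vintages. The log2 ratio of GT over CL was 1.06 (standard error 0.34, adjusted p = 0.338) and did not pass edgeR's test. It passed with each library as its own value (adjusted p = 0.0174), in a range of 0.0174 to 0.836 over the alternatives. With VviHDR (XM_002284623.2), HAT5-like had r = -0.909 (permutation p = 1e-05, adjusted 0.000127) and rho = -0.968 (permutation p = 1e-05, adjusted 0.000318), each permutation p being the smallest the permutations can give. Without the 2 samples farthest from the median of VviHDR this r was -0.900, and it was -0.945 in CL and -0.927 in GT. Of all transcripts, 4.07% had an absolute r of at least 0.8 with VviHDR. The permutations exchange all samples and do not remove the course over the stages, and the paper chose this factor on the same samples. With VviGT14 (XM_002285734.2) the factor had r = -0.820 (permutation p = 0.000130, adjusted 0.000590) and rho = -0.950 (permutation p = 1e-05, adjusted 0.000318), -0.828 without the samples farthest from the median of VviGT14, and -0.863 in CL and -0.784 in GT.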

Notably, HD-zip (XM_002271656.2, a homeodomain associated leucine zipper protein) negatively correlated with both *VviHDR* and *VviUGT85A2L4* (*VviGT14*) levels with respect to transcript accumulation but was significantly up-regulated in the grapes of the GT region relative to the CL grapes at the E-L 35 stage. The HD-Zip proteins have been considered important candidates to activate developmental responses to altering environmental conditions [70, 71]. Therefore, it is possible that HD-zip (XM_002271656.2) controls the expression of *VviHDR* and *VviUGT85A2L4* (*VviGT14*) to profoundly affect differential production of terpenes in the GT and CL regions.

Our gene co-expression network analysis provides a possibility for the prediction of potential transcription factors. However, further experiments should be conducted to verify whether these putative TFs can activate the promoters of structural genes in the terpene biosynthetic pathway in grapes. From the well-studied cases of transcriptional regulation in other plants, such as *Catharanthus roseus* and *Arabidopsis*, it has been clearly illustrated that transcriptional regulation usually involves a network of TFs. The present network analysis gives us some research ideas on the regulation of terpene biosynthesis in grape berries.

### Ripening hormone-associated genes and their co-expression network

Both abscisic acid (ABA) and ethylene have been demonstrated to respond to grapevine growing environments and trigger grape berry ripening [72–74]. Chinese grape planters have noticed that grape berries generally have shorter duration at both the veraison and maturation stages in the GT region of western China compared with the grapes in the CL region of eastern China, as shown in Table 2. Herein, we were concerned about the genes involved in the biosynthesis and signaling response of ABA/ethylene. Based on the RNA-seq data in this study, we identified differentially expressed genes (DEGs) at a certain phenological phase corresponding to the GT and CL regions (Additional file 1: Table S7). Most of these genes were transcriptionally up-regulated at the E-L 31 and E-L 35 stages in the berries of the GT region relative to the CL region, indicating that grape ripening in the GT region starts earlier than in the CL region. For example, some genes associated with ABA biosynthesis/response were differentially expressed between the two regions. 

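At E-L31 the phytoene synthase transcript XM_002283157.2 had 5.42 ± 0.916 RPKM (SD, n = 2) in CL and 20.0 ± 4.80 in GT, a log2 ratio of 1.97 (standard error 0.36, adjusted p = 0.0936), and the S-adenosyl-L-methionine decarboxylase transcript XM_002282668.2 had 309.7 ± 21.8 RPKM in GT, where it was higher in both vintages, with a log2 ratio of 1.61 (standard error 0.28, adjusted p = 0.0936). Neither passed edgeR's test, nor did any other of the 29 hormone transcripts of Table S7 at any stage. XM_002283157.2 and XM_002282668.2 passed at E-L31 by DESeq2 (adjusted p = 9.18e-05 and 9.15e-06), by limma with either pseudocount and with each library as its own value. Over the alternatives their adjusted p ranged from 9.18e-05 to 0.667 and from 9.15e-06 to 0.667. At E-L31, 8 of the 29 had an unadjusted p under 0.05, and 4 by DESeq2, 2 by limma on log2(RPKM + 1) and 3 with each library as its own value passed. At E-L36, 4 had such a p, and at E-L38 8. The table was chosen by the region differences of these samples, so it is not independent evidence.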

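At E-L31 the phytoene synthase and S-adenosyl-L-methionine decarboxylase transcripts were among 14 hormone transcripts with a positive log2 ratio of GT over CL, against 15 with a negative one, with a median of -0.14. The largest mean ratio there was that of ACO1-like (XM_002279710.2), which had 114 RPKM in the 2011 and 0.798 in the 2010 sample of GT and 0.847 ± 0.513 (SD, n = 2) in CL. At E-L35 16 were positive and 13 negative, with a median of 0.15. At E-L35, 0 of the 29 passed edgeR's test, against 12 at an unadjusted p under 0.05, 3 by DESeq2, 0 by limma on log2(RPKM + 1) and 7 with each library as its own value. Adjusted over the list alone, 2 were higher and 2 lower in GT. Camera gave the list an adjusted p of 0.906 at E-L31 and 0.250 at E-L35. From the higher levels in GT at E-L31 and E-L35, the paper reasons that ripening starts earlier in GT than in CL.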

Phytoene synthase (XM_002271539.2, *VviPSY*) and capsanthin/capsorubin synthase (XM_002273826.1) are two key enzymes in ABA biosynthesis. The expression of these two genes and two ABA-response transcripts (XM_003631566.1, XM_002280159.1) was significantly up-regulated in the GT region at the beginning of veraison (E-L 35) (Additional file 1: Table S7). Similarly, many of the genes that are required for ethylene biosynthesis/signal response were also expressed significantly higher in the berries of the GT region compared to the CL region at the E-L 35 stage. 

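VviPSY (XM_002271539.2) had 17.5 ± 6.04 RPKM (SD, n = 2) in CL and 34.7 ± 12.3 in GT at E-L35, a log2 ratio of 0.78 (standard error 0.40, adjusted p = 0.502), and capsanthin/capsorubin synthase (XM_002273826.1) 2.58 ± 0.890 and 8.34 ± 1.03 RPKM, a log2 ratio of 1.54 (standard error 0.78, adjusted p = 0.485). The ABI5-like transcript XM_003631566.1 had 13.8 ± 3.23 and 30.6 ± 4.66 RPKM (log2 ratio 0.84, standard error 0.62, adjusted p = 0.639) and the protein phosphatase 2C 16-like transcript XM_002280159.1 8.77 ± 1.02 and 17.2 ± 2.00 (log2 ratio 0.72, standard error 0.28, adjusted p = 0.389). All 4 were higher in GT in both vintages, and none passed edgeR's test or reached the adjusted p and the minimum ratio together under any alternative tried, where the adjusted p lay from 0.0879 to 0.905 for VviPSY, 0.0755 to 0.887 for capsanthin/capsorubin synthase, 0.136 to 0.914 for ABI5-like and 0.0466 to 0.821 for the phosphatase. At E-L36 the 2011 sample of GT lay apart from the other 3 samples in ABI5-like, at 26.0 RPKM. At E-L38 the 2011 sample of CL did so in VviPSY, at 24.0.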

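The S-adenosylmethionine decarboxylase-like transcript XM_002272143.2, of polyamine synthesis, stands in the paper's ethylene synthesis group. At E-L35 it had 51.7 ± 15.7 RPKM (SD, n = 2) in CL and 209.9 ± 21.2 in GT, a log2 ratio of 1.82 (standard error 0.24, adjusted p = 0.126). It was higher in GT in both vintages and did not pass edgeR's test, but passed by DESeq2 (adjusted p = 7.17e-09) and with each library as its own value (adjusted p = 6.83e-05), in a range of 7.17e-09 to 0.713 over the alternatives. Without the 2011 sample of GT at E-L31, a setting added after the data were seen, its adjusted p was 0.0475. ACO1 (XM_002273394.2), which encodes the enzyme that releases ethylene, had 8.39 ± 3.71 and 27.4 ± 8.57 RPKM (log2 ratio 1.32, standard error 0.59, adjusted p = 0.426), higher in GT in both vintages, with 0.0305 when each library was its own value (0.0305 to 0.838 over the alternatives). The EIN3-binding F-box transcript XM_002285213.1 had 23.8 ± 1.14 and 65.7 ± 11.7 RPKM (log2 ratio 1.24, standard error 0.36, adjusted p = 0.323) and passed with each library as its own value. Of the 8 transcripts of the paper's ethylene synthesis group 6 had a positive log2 ratio at E-L35 and of the 10 ethylene response transcripts 2 did. The positive ones of the synthesis group include XM_002272143.2, the decarboxylases XM_002282668.2 (0.74) and XM_003631291.1 (0.84), and spermidine synthase (0.75), all of polyamine synthesis. Neither the count nor a test of this group thus stands for ethylene synthesis alone. Camera gave the synthesis list an adjusted p of 0.0405 upward, a call that is lost with an estimated correlation (adjusted p = 0.309). The list was chosen on these samples and the test is not independent evidence.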

A previous report demonstrated that ethylene largely produces before veraison in ‘Cabernet Sauvignon’ berries [74]. Another recent study also identified that ethylene is involved in triggering berry ripening, and an ethylene peak precedes the ABA peak in Muscat Hamburg berries [75]. In the GT region of western China, shorter veraison and ripening periods of grape berries (Table 2) can be interpreted by the difference in ABA- and ethylene-related transcriptome observed between the GT and CL regions. Additionally, ABA is also a stress-stimulated signal, and this hormone rapidly accumulates in the berries in response to water deficit and low temperature [18, 76]. Compared with the CL region, the GT region had less rainfall, stronger sunshine and larger day-night temperature differences (Table 2), which could promote the expression of ripening-related genes, such ABA and ethylene-associated genes, thereby accelerating the process of berry maturity.

**Table 2:** The meteorological index and grape development in CL and GT

	Days		RAD(kj/m2)		GDD		Sunshine duration (h)		Rainfall (mm)		Temperture difference between day and night(°C)	
2011	CL	GT	CL	GT	CL	GT	CL	GT	CL	GT	CL	GT
Flowering	13	7	31508	12253	127.70	99.90	132.00	64.10	3.50	0.00	11.39	16.10
Berry development	48	53	110124	81898	575.30	739.00	250.70	525.30	181.10	25.70	6.42	14.60
veraison	24	17	46340	28011	353.40	180.70	101.60	126.90	342.70	48.80	5.60	12.70
Ripening	36	25	69717	38491	394.00	191.00	290.70	221.70	28.00	6.40	9.73	13.30
Total	121	102	257689	160653	1450.40	1210.60	775.00	938.00	555.30	80.90	8.29	14.18
2010	CL	GT	CL	GT	CL	GT	CL	GT	CL	GT	CL	GT
Flowering	5	6	11537	17608	47.40	87.10	55.80	79.30	0.00	0.00	10.40	17.60
Berry development	51	62	87562	138144	671.80	884.10	320.70	612.60	162.90	32.60	6.60	14.30
Veraison	20	16	30430	34442	232.10	178.80	106.90	168.20	219.50	9.40	6.70	15.82
Ripening	34	25	43105	34589	363.80	142.10	182.40	161.20	159.70	65.70	7.90	11.50
Total	110	109	172634	224783	1367.00	1292.10	665.80	1021.30	542.10	107.70	7.20	14.81

To explore the effect of grape maturation rate on the accumulation of terpenes, we constructed a co-expression network to visualize the correlations among the genes of three categories. The first category included *Vvi*HDR and *VviUGT85A2L4* (*VviGT14*). Base on a highly positive correlation between gene transcript abundance and terpene concentration, it is proposed that *Vvi*HDR and *VviUGT85A2L4* (*VviGT14*) potentially dominate the regionally differential accumulation of terpenes in the grapes. The second one consisted of TF genes that have a high correlation coefficient (≥|0.8|) with both *Vvi*HDR and *VviUGT85A2L4* (*VviGT14*). And the third one was composed of ABA/ethylene-related genes (Fig. 8b). Seven TFs had a strongly negative correlation with both *VviHDR* and *VviUGT85A2L4* (*VviGT14*). These TFs coded for XM_002275675.2 (ICE1-like TF), XM_002263123.2 (TF HBP-1b(c1)), XM_002270325.2 (GATA TF), XM_002271656.2 (Zip family TF), XM_002283521.2 (IIE subunit 2), XM_002284806.2 (NF-YB8 TF) and XM_002284815.2 (NF-YC9 TF). 

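HBP-1b(c1)-like (XM_002263123.2) had r = -0.868 (permutation p = 1e-05, adjusted 0.000127) and rho = -0.850 (permutation p = 6.00e-05, adjusted 0.000544) with VviHDR and r = -0.864 (permutation p = 3.00e-05, adjusted 0.000238) and rho = -0.882 (permutation p = 3.00e-05, adjusted 0.000476) with VviGT14, over the 16 samples. Its r without the 2 samples farthest from the median of the gene was -0.855 and -0.827. The ICE1-like factor XM_002275675.2 had r = -0.814 (permutation p = 9.00e-05, adjusted 0.000497) and rho = -0.771 (permutation p = 0.00101, adjusted 0.00305) with VviHDR and r = -0.809 (permutation p = 0.000200, adjusted 0.000794) and rho = -0.862 (permutation p = 5.00e-05, adjusted 0.000544) with VviGT14. GATA24-like, IIE subunit 2-like, NF-YB8-like and NF-YC9-like had r from -0.870 to -0.811 with VviHDR and from -0.869 to -0.804 with VviGT14. With VviGT14, r of the 6 factors lay from -0.938 to -0.889 in CL and from -0.772 to -0.638 in GT. All 7 factors of this group, HAT5-like included, had a positive log2 ratio of GT over CL at E-L35, with a median of 0.24, and 0 passed edgeR's test, against 1 at an unadjusted p under 0.05, 0 by DESeq2, 0 by limma on log2(RPKM + 1) and 1 with each library as its own value. The factors were chosen by these correlations in the same samples.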

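The ICE1-like factor XM_002275675.2 had 2.14 ± 0.233 RPKM (SD, n = 2) in CL and 3.35 ± 0.138 in GT at E-L35. It was positively correlated with 19 and negatively with 10 of the 29 hormone transcripts of Table S7, 6 of them at an r of at least 0.8, and at an adjusted permutation p of at most 0.05 with 13 and 2. With VviPSY it had r = 0.844 (permutation p = 0.000120, adjusted 0.000586) and rho = 0.891 (permutation p = 2.00e-05, adjusted 0.000476). The zipper factor HAT5-like was positively correlated with 21 and negatively with 8, 12 and 2 of them at such an adjusted p. Its strongest pair was with protein phosphatase 2C 16-like, with r = 0.962 and rho = 0.971 (permutation p of each = 1e-05, the smallest the permutations can give), 0.965 in CL and 0.964 in GT. With VviPSY, HAT5-like had r = 0.939 and with ACO1 r = 0.920, each with that smallest p.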

The genes for XM_002275675.2 (ICE1-like TF) and XM_00227165.2 (Zip family TF) positively correlated with many ABA/ethylene-related genes in terms of transcript accumulation. Therefore, grape ripening acceleration probably causes the down-regulation of critical genes in the terpene biosynthetic pathway, ultimately resulting in decreased metabolite production. This suggestion was also supported by the following correlation. 

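VviERF3L (XM_002285337.1) had 325 ± 63.7 RPKM (SD, n = 2) in CL and 210.2 ± 42.5 in GT at E-L35, and r = 0.812 (permutation p = 0.000140, adjusted 0.000613) and rho = 0.841 (permutation p = 8.00e-05, adjusted 0.000544) with VviHDR, adjusted over 127 pairs. The trihelix factor VviGT-2L (XM_002266159.1) had r = 0.823 (permutation p = 8.00e-05, adjusted 0.000462) and rho = 0.850 (permutation p = 9.00e-05, adjusted 0.000544) with VviHDR and VviGATA5L (XM_002272726.1) r = 0.850 (permutation p = 1e-05, adjusted 0.000127) and rho = 0.838 (permutation p = 0.000110, adjusted 0.000635). Leaving out the 2 samples farthest from the median of VviHDR, these r were 0.719, 0.732 and 0.791. Within the regions they were 0.874 in CL and 0.652 in GT for VviERF3L, 0.815 in CL and 0.799 in GT for VviGT-2L and 0.801 in CL and 0.945 in GT for VviGATA5L. At E-L35 the 3 factors had a negative log2 ratio of GT over CL, and 0 passed edgeR's test, against 0 at an unadjusted p under 0.05, 0 by DESeq2, 0 by limma on log2(RPKM + 1) and 0 with each library as its own value.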

Three TFs coding for XM_002285337.1 (ERF003), XM_002266159.1 (trihelix transcription factor GT-2) and XM_002272726.1 (GATA transcription factor 5) positively co-responded with *VviHDR* and *VviUGT85A2L4* (*VviGT14*) with correlation coefficients of over 0.78. 

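VviERF3L (XM_002285337.1) was negatively correlated with 19 of the 29 hormone transcripts of Table S7, 9 of them at an adjusted permutation p of at most 0.05 and 2 at an r of -0.8 or below. With protein phosphatase 2C 16-like (XM_002280159.1) it had r = -0.836 (permutation p = 0.000130, adjusted 0.000590) and rho = -0.827 (permutation p = 0.000240, adjusted 0.000953), and r was -0.679 without the 2 samples farthest from the median. With VviPSY (XM_002271539.2) it had r = -0.702 (permutation p = 0.00263, adjusted 0.00576) and rho = -0.688 (permutation p = 0.00452, adjusted 0.0101) and with capsanthin/capsorubin synthase (XM_002273826.1) r = -0.731 (permutation p = 0.000430, adjusted 0.00130) and rho = -0.565 (permutation p = 0.0243, adjusted 0.0468). With the EIN3-binding F-box transcript XM_002285090.2 it had r = -0.870 (permutation p = 2.00e-05, adjusted 0.000181) and rho = -0.853 (permutation p = 8.00e-05). With the ethylene response transcript XM_002281384.2 it had r = 0.288 (permutation p = 0.279, adjusted 0.344) and rho = 0.147 (permutation p = 0.585), r being -0.0134 in CL and 0.662 in GT.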

The transcript for XM_002285337.1 (ERF003) was negatively correlated with the accumulation of four transcripts related to ABA biosynthesis/response and one transcript related to ethylene response (XM_002281384.2). Additionally, XM_002266159.1 (trihelix transcription factor GT-2) was negatively correlated with an ethylene-responsive transcription factor 1B (XM_002264487.1).

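The ethylene-responsive factor 1B-like (XM_002264487.1) had 6.07 ± 2.56 RPKM (SD, n = 2) in CL and 3.68 ± 4.11 in GT at E-L31, and 0.671 ± 0.788 and 0.324 ± 0.117 at E-L38. With VviGT-2L it had r = -0.798 (permutation p = 0.000790, adjusted 0.00218) and rho = -0.688 (permutation p = 0.00411, adjusted 0.00932). Without the 2 samples farthest from the median of 1B-like, r was -0.373, without the 4 samples of E-L31 it was -0.354, and it was -0.885 in CL and -0.896 in GT. The 1B-like transcript fell over the stages, with a log2 slope of -0.98 (standard error 0.26, adjusted p = 0.0104) per step by edgeR's test. From the opposite correlations of these factors with the hormone transcripts and with VviHDR and VviGT14, the paper infers that faster ripening probably lowers critical terpene genes and so the terpenes.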

Researchers have previously reported that the accumulation of free and glycosidically bound monoterpenes is closely associated with grape maturity [2, 8, 15, 77]. Additionally, the concentration of terpenes is greatly affected by growing conditions and climate [17, 78, 79]. As observed in this study, the concentration of terpenoids varied between the years of 2010 and 2011, but both free and glycosidically bound terpene concentrations in the berries of the GT region were lower than those in the CL region over the two years. We thus infer that particular climate conditions (e.g., extreme drought) in the grape-growing season in the GT region accelerate the maturation process of grape berries through stimulating a series of ripening-related cues, such as the transcriptional activation of ripening-related genes, and the latter cascades regulatory factors and terpene biosynthesis-related genes and eventually limits the production of terpene volatiles.

### Quantitative real-time PCR

To validate the expression profiles obtained from RNA-seq, we performed qRT-PCR, on nine important genes associated with terpene biosynthesis, including *VviUGT85A2L4* (*VviGT14*), *VviUGT88A1L3* (*VviGT7)*, *VviGPPS*, *VviFPPS*, *VviPNLNGL1*, *VviCSLin/Ner*, *VviPLG1*,*VviNCED1* and *VviNCED2*. Three internal reference genes (*VviUbiquitin*, *VviActin* and *VviGADPH*) were applied. A good correlation was observed between the expression levels of these genes based on RPKM values and those determined by qRT-PCR (R^2^ > 0.7, Pearson correlation) (Additional file 2: Figure S2). This result demonstrated the reliablity of RNA-seq analysis.

## Conclusions

The present study demonstrated that both free and glycosidically bound terpene levels increased during the development of ‘Muscat Blanc a Petits Grains’ grapes. The genes which transcript accumulation patterns were consistent with the production of terpene volatiles were identified from the RNA-seq data, such as *VviHDR* and *VviUGT85A2L4* (*VviGT14*). The concentrations of terpenes, particularly in their glycosidically bound form, in the berries of CL region were significantly higher than in the GT region. The differential accumulation of glycosidically bound monoterpenes in the berries between the two regions and between the two years was closely related to the expression of *VviUGT85A2L4* (*VviGT14*), which encodes a monoterpenol glucosyltransferase. Putative TFs regulating the expression of *VviUGT85A2L4* (*VviGT14*) were identified through co-expression network analysis, and *Vvi*GT-2 L (XM_002266159.1, a trihelix TF) was found to highly correlate with the expression of *VviGT14*. At the initiation of veraison (E-L35), many genes required for the biosynthesis and signal transduction of ABA and ethylene were up-regulated at the transcriptional level in the berries of the GT region relative to the CL region. Based on the gene co-expression network analysis, a cascade process was constructed to interpret the mechanism underlying differential accumulation of terpenes between the berries grown in the two regions, which involved the effects of regional climate, the production of ripening-related hormones, the acceleration of berry ripening and the expression of terpene biosynthesis-associated genes and potential transcription factors. Although more evidences are required to validate this cascade link predicted herein, the present study proposed some key genes for differential terpene accumulation across two regions through the combined analysis of transcripts and metabolites. This work provides an entry point for further study about the regulation of terpene biosynthesis in muscat-type grape cultivars. These genes and transcription factors may prove useful as targets for grape aromatic improvement and/or biotechnology industry interests.

## Methods

### Sampling locations

‘Muscat Blanc à Petits Grains’ (*Vitis vinifera* L. Muscat blanc) is a white grape variety, and the mature berries are famous for their distinctive Muscat aroma. In the present study, grape berries were sampled from the vineyards located in the GT region (39°14′ N, 99°84′ E) of Gansu province and the CL region (39°72′N, 119°15′E) of Hebei province, China. The main geographical and climate information of these two regions is provided in Additional file 1: Table S8. In general, compared with the GT region, the CL region had a relatively higher average monthly and total effective accumulated temperature in the grape growth season. However, there exists significantly more sunshine hours and much less rainfall in the GT region.

### Grape materials

In either of the two regions, a vineyard with approximately 200 hectares was selected for this study. The vines in the studied vineyard were planted from cutting stems in 2001 (in GT) and 2006 (in CL), respectively. These grapevines were all trained on a vertical shoot positioning (VSP), arranged in north–south oriented rows spaced 2.0 m apart, with a distance of approximately 1.0 m between two plants in each row. The management of the vineyards was in accordance with the local wine grape cultivation practices. During the experimental period, similar disease and pest management as well as fertilization were carried out in the studied vineyards. Canopy manipulation was both performed manually according to vine growth. Each grapevine contained a main vine with 10–12 fruiting branches. All the field work got permission from the vineyard managers. Each vineyard was divided into two biological communities for grape sampling. In either of the two vineyards, the sampling was performed in the same vines in 2010 and 2011. Grape berries were collected at four time points: (1) pea-size berries (E-L stage 31), (2) berries beginning to color and enlarge (E-L stage 35), (3) berries with intermediate Brix values (E-L stage 36), and (4) ripe/harvest stage (E-L stage 38), respectively, with two repeats. The E-L stages were determined as described by Coombe [80]. To obtain a sample representing the vineyard population, approximately 1000 berries were randomly sampled from at least 200 vines in each plot at each stage. Any physically injured, abnormal or infected berries were excluded. Sampling time was at 10:00–11:00 in the morning. Samples were placed into a Ziplack bag and then put in the foam ice boxes, transported to experimental stations within two hours, rapidly frozen in liquid nitrogen and maintained at −80 °C. These samples were then transported back to the laboratory in the frozen state and all sampling was gathered by the end of each vintage, which totaled up to 32 samples consisting of two biological repeats at four developmental stages from two regions in two years.

### Physicochemical analysis

For each sample, approximately 50 g of berries with seed-removal in advance were homogenized in liquid nitrogen. The homogenate was used for the analyses of total soluble solids (TSS), titratable acidity (TA) and pH value. TSS was determined with an automatic temperature-compensated digital refractometer (Pocket Refractometer Pal-1, Atago, Japan), and the results were expressed as °Brix. TA and pH values were determined using a potentiometric titrator PB-10 (Sartorius, Germany). A sample of 5 mL clear juice was diluted with 50 mL de-ionized water and then used to determine titratable acidity. NaOH (0.05 mol/L) was added to an end-point titration of pH = 8.2, and the TA was calculated from the NaOH consumption volume. The content of TA was expressed as the equivalent of malic acid. Replicate measurements of each sample were performed.

### Extraction of free and glycosidically bound volatile compounds

Fifty frozen grape berries without seeds were smashed to powder in liquid nitrogen. After maceration for 120 min at 4 °C, the juice was centrifuged at 6000 *× g* for 10 min. Five mL of supernatant was blended with 1 g NaCl and 10 μL 4-methyl-2-pentanol (4M2P, 1.0018 g/L as an internal standard) in a 15-mL sample vial. The free volatiles of the prepared sample were extracted and concentrated using headspace SPME according to our previous study [81, 82]. Three independent extractions were performed for each sample.

The bound aromatic compounds were isolated through absorption on Cleanert PEP-SPE resins (Bonna-agela Technologies, China, 200 mg/6 mL) conditioned in advance with methanol and water (10 mL of each). Five milliliters of the clear juice was passed through the Cleanert PEP-SPE column. Water-soluble compounds were eluted with 5 mL of water, free volatiles with 10 mL of dichloromethane and aromatic precursors with 20 mL of methanol. The flow rate was approximately 2 mL/min. The methanol eluate was concentrated to dryness by an rotary evaporator under a vacuum and then re-dissolved in 5 mL of 2 mol/L citrate-phosphate buffer solution (pH 5.0). Subsequently, 100 μL of AR 2000 (Rapidase, DSM Food Specialties, France) solution (100 mg/mL in 2 mol/L citrate-phosphate buffer, pH 5.0) was added to the glycoside extract, and the mixture was vortexed. Enzymatic hydrolysis was performed under optimum conditions. The tube containing the mixture was sealed and placed in an incubator at 40 °C for 16 h to liberate free volatiles. The resultant free volatiles were extracted according to the SPME method mentioned above.

### GC-MS conditions

The volatile analysis was performed on an Agilent 7890 N gas chromatograph coupled to a 5975C mass spectrometer (Agilent Technologies, Santa Clara,Califonia, USA) and fitted with a 60 m × 0.25 mm id HP-INNOWAX capillary column with 0.25 μm film thickness (J&W Scientific, Folsom, CA, USA). The flow rate of the carrier gas (Helium) was 1 ml/min, and the SPME extracts were injected into the GC port at a splitless mode. The operating conditions were as follows: injector, 250 °C; ion source, 230 °C; interface, 280 °C. The temperature program was from 50 °C (1 min hold) to 220 °C at 3 °C /min and held at 220 °C for 5 min. Retention indices were calculated after analyzing the C6-C24 n-alkane series (Supelco, Bellefonte, PA, USA) under the same chromatographic conditions. Identifications were based on mass spectra matching in the standard NIST05 library and retention indices of reference standards in the authors’ laboratories. When reference standards were not available, tentative identifications were performed based on the standard NIST05 library and a comparison to retention indices reported in the literature (Additional file 1: Table S9).

### RNA library construction and sequencing

Approximately 50 berries were randomly selected from a 1000-berry biological replicate for RNA extraction. Total RNA was isolated from frozen grape berries without seeds using a plant RNA isolation kit (Sigma RT-250, St. Louis, MO, USA). RNA integrity was verified by agarose gel electrophoresis. RNA quantity and quality were assessed using a Qubit 2.0 fluorometer RNA Assay Kit (Invitrogen Inc. USA) and an Agilent 2100 Bioanalyzer RNA 6000 Nano kit (Agilent, USA). The Gene Expression Sample Prep Kit (IlluminaInc; San Diego, CA, USA) was used for sequence tag preparation according to the manufacturer's protocol, which is also well described by Zhong et al. [83]. Strand-specific RNA-seq libraries of approximately 200 bp fragments were constructed using 10 μg total RNA following the Cold Spring Harbor Protocols [83].

A total of 24 RNA-seq libraries were constructed and used for RNA-seq analysis in this study, consisting of four libraries corresponding to the grapes of E-L 31stage from GT and CL regions in the two vintages, eight for the E-L35 grapes, four for the E-L 36 grapes and eight for E-L 38 grapes. That is, with regard to the grapes at either E-L31 or E-L36 stage, only one RNA-seq library was obtained respectively for each region each year because of the small amount of high quality RNA acquired, while two libraries were acquired for the grapes at either E-L35 or E-L38 stage. Equal quantities of dsDNA from each library with different set of indexed primers were combined into two separate pools. Sequencing was performed on an Illumina HiSeq2000 instrument at the Cornell University Life Sciences Core Laboratories Center (USA). The sequencing data was deposited in the NCBI Sequence Read Archive (SRA) sequence database with accession number SRP061365.

### Mapping of Illumina sequence reads

Clean reads were mapped onto the reference sequence nucleotide collection (*Vitis vinifera* RefSeq mRNAs, consisting of 23,720 annotated transcripts) retrieved from the National Centre for Biotechnology Information (http://ncbi.nlm.nih.gov) for annotation using a CLC genomic workbench (CLC bio, Boston, USA). Considering the incomplete annotation of TPSs in the *Vitis vinifera* RefSeq database, the mRNA sequences of TPSs were downloaded from the grape genome database (V1) hosted at CRIBI (http://genomes.cribi.unipd.it/grape/), which consisted of 106 annotated transcripts that comprised the second reference dataset for our mapping.

Prior to transcriptome mapping, two nucleotides were trimmed from both ends of each sequence read. The reads under 60 nucleotides in length or with greater than two ambiguous nucleotides were excluded in mapping or counting. In this experiment, we run the assembly with the default mapping parameters allowing for a maximum of two mismatches and the maximum of ten hits for a read. Gene expression levels were represented by RPKM (reads per exon kilo base per million mapped sequence reads) values [84]. When reads could be mapped to multiple reference locations, they were assigned to reference transcripts proportionally based on the relative number of unique reads previously mapped to each of the reference sequences.

### Differential expression analysis of genes

Gene expression levels in developing grape berries were normalized and calculated as clean reads per kb per million reads (RPKM) values during the assembly and clustering processes. The data have been deposited in the NCBI Gene ExpressionOmnibus (GEO) database and are accessible through GEO accession GSE71146. P-values were used to evaluate the authenticity of differential transcript abundance. Bonferroni-corrected p-values were applied to control the false discovery rate (FDR) in multiple testing. “FDR ≤ 0.05 and absolute value log2-Ratio ≥ 1” was set as the threshold to judge the significance of gene expression difference between two samples. The default value (read number) of genes that were not identified in one of the samples was one.

### cDNA synthesis and quantitative real-time PCR analysis

Five micrograms of total RNA was used to synthesize first strand cDNA using the SuperScript first-strand synthesis system for quantitative real-time PCR (qRT-PCR) (Promaga, Madison, Wisconsin, USA). Two microliters of cDNA (100 ng/μL) were used for qRT-PCR using the SYBR Green PCR master mix (Takara, Dalian, China) following the manufacturer’s protocol and an ABI Real-time 7300 system (Applied Biosystems). qRT-PCR was performed on two independent biological replicates, each containing three technical replicates. Gene-specific oligonucleotide primers were designed using the PerPrimer version 2.0 software. Primer information is available in Additional file 1: Table S10. Three grapevine reference genes coding for GAPDH (EC930334), actin (EC969944) and ubiquitin (EC929411) were applied. A final volume of 20 μL PCR solution was composed of 10 μL of SYBR®Premix Ex TaqTM and 0.5 μL of ROX Reference Dye (50×) (Takara, Dalian, China), 1 μL of primer mixture (forward primer and reverse primer, 10 mM), 4 μL of diluted template cDNA and 4.5 μLddH2O. The PCR cycling conditions were: an initial denaturation step at 95 °C for 30 s, followed by 40 cycles of amplification at 94 °C for 10 s, followed by 60 °C for 31 s, and melt curve analysis from 65 °C to 95 °C to detect possible primer dimers or nonspecific amplification in cDNA samples. The specificity of the primers was verified by agarose gel electrophoresis and sequencing the reaction products. The expression level of target genes were calculated using the formula 2-∆CT, in which ∆CT = CT,target –CT,ref. and CT,ref was the geometric mean of three reference gene threshold cycles (CTs). The means and standard derivations (SD) were estimated after 2-∆CT calculations.

### Data analysis tools

The R software (version 2.0) was used for hierarchical cluster analysis, heatmap visualization, K means clustering and Pearson correlation evaluation. Co-expression networks were visualized with the Cytoscape software [85], v2.8.2 (www.cytoscape.org). A one-way analysis of variance (ANOVA) was used to measure differences between means of volatile concentrations employing Duncan’s multiple range tests at a level of *p* < 0.05. Data are presented as the means ± SDs (standard deviations). The phylogenetic tree was constructed by the neighbor-joining method with MEGA5.0 (molecular evolutionary genetics analysis).

## Availability of supporting data

The data sets supporting the metabolome results of this article are included within the article and its additional files. The RNA sequence data were downloaded from Gene Expression Omnibus (GEO) using accession number GSE71146 at website http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71146.

## Additional files

Additional file 1: Table S1A. Statistical analysis of free terpene in ‘Muscat Blanc a Petits Grains’ berries in vitage 2010 and 2011. **Table S1B.** Statistical analysis of glycosidically-bound terpene in ‘Muscat Blanc a Petits Grains’ berries. **Table S1C.** Odour activity valuesa (OAVs) of most potent terpene volatiles in ripenning‘Muscat Blanc a Petits Grains’berries. **Table S2.** List of differentially expressed terpene metabolism related genes in 'Muscat Blanc a Petits Grains’ berries between CL and GT regions(GT/CL). **Table S3.** The Pearson's correlation coefficients between glucosyltransferase gene expression profiles and monoterpenes concentration. **Table S4A.** The information of UGT genes selected by phylogeny tree that showed high homology with the monoterpene glutransferease. **Table S4B.** The information of UGT genes selected by K means analysis. **Table S5.** Pearson correlation of transcriptional factors and selected genes (*p* < 0.05). **Table S6.** Differentailly-expressed transcript factor genes for the two regions at various developmental stages of grapes and their correlation with the expression of some stuctural genes in the terpene biosynthetic pathway. **Table S7.** Differentially-expressed genes in ABA/ethylene biosynthesis and signalling transduction pathway and their expression fold-changes. **Table S8.** Geographical location, soil type and climate condition of the two wine-growing regions. **Table S9.** List of Authentic standards and retention index run in GC-MS machine. **Table S10.** GenBank accession number and primers of amplified DNA fragments of genes for quantitative real-time PCR (qPCR). (XLSX 101 kb) Additional file 2: Figure S1. Predication of putative monoterpenol glucosyltransferase. (A) k-means cluster of the UDP-glycosyltransferase (UGTs) transcripts in ‘Muscat Blanc a Petits Grains’. (B) phylogeny tree of UGTs based on amino acid sequences. Protein sequences are from *vitis vinifera* with known glucosyltransferase activity toward terpenes and biochemically characterized proteins from Vitis spp. (*Vitis vinifera* [Vvi] and *Vitis labrusca* [Vl]). **Figure S2.** The genes showed high homology with known terpene GTs were marked with color. Correlation of gene expression reported by the RNA-Seq and by quantitative Real-Time PCR. Data were from nine genes across four developmental stages in two years. Both the RNA-Seq values and the qRTPCR values were normalized with log2, and linear regression analysis gave an overall coefficient of variation of each gene.

## Abbreviations

GT: Gaotai region of Gansu province, China
CL: Changli region of Hebei province, China
MEP: 2-methyl-D-erythritol-4-phosphate phosphate
MVA: Mevalonic acid
DXS: 1-Deoxy-D-xylulose 5-phosphate synthase
HDR: 1-hydroxy-2-methyl-2-butenyl 4-diphosphate reductase
TPS: Terpene synthase
GT: monoterpene glucosyltransferase
TF: Transcription factor
DEGs: Differentially-expressed genes
GC-MS: Gas chromatography coupled to mass spectrometry

## References

[1] Strauss CR, Wilson B, Gooley PR, Williams PJ (1986). Role of monoterpenes in grape and wine flavor.

[2] Robinson AL, Boss PK, Solomon PS, Trengove RD, Heymann H, Ebeler SE (2014). Origins of grape and wine aroma. Part 1. chemical components and viticultural impacts. Am J Enol Viticult.

[3] Dimitriadis E, Williams P (1984). The development and use of a rapid analytical technique for estimation of free and potentially volatile monoterpene flavorants of grapes. Am J Enol Viticult.

[4] Gunata Y, Bayonove C, Baumes R, Cordonnier R (1985). The aroma of grapes I. Extraction and determination of free and glycosidically bound fractions of some grape aroma components. J Chromatogr A.

[5] Gunata Y, Bayonove C, Baumes R, Cordonnier R (1986). Stability of free and bound fractions of some aroma components of grapes cv. Muscat during the wine processing: preliminary results. Am J Enol Viticult.

[6] Maicas S, Mateo JJ (2005). Hydrolysis of terpenyl glycosides in grape juice and other fruit juices: a review. Appl Microbiol Biot.

[7] Ribéreau-Gayon P, Boidron J, Terrier A (1975). Aroma of Muscat grape varieties. J Agr Food Chem.

[8] Fenoll J, Manso A, Hellín P, Ruiz L, Flores P (2009). Changes in the aromatic composition of the *Vitis vinifera* grape Muscat Hamburg during ripening. Food Chem.

[9] Palomo ES, Pérez-Coello M, Díaz-Maroto M, González Viñas M, Cabezudo M (2006). Contribution of free and glycosidically-bound volatile compounds to the aroma of muscat “a petit grains” wines and effect of skin contact. Food Chem.

[10] Voirin SG, Baumes RL, Sapis JC, Bayonove CL (1992). Analytical methods for monoterpene glycosides in grape and wine 1: II. Qualitative and quantitative determination of monoterpene glycosides in grape. J Chromatogr A.

[11] Martin DM, Chiang A, Lund ST, Bohlmann J (2012). Biosynthesis of wine aroma: transcript profiles of hydroxymethylbutenyl diphosphate reductase, geranyl diphosphate synthase, and linalool/nerolidol synthase parallel monoterpenol glycoside accumulation in Gewurztraminer grapes. Planta.

[12] Skinkis PA, Bordelon BP, Butz EM (2010). Effects of sunlight exposure on berry and wine monoterpenes and sensory characteristics of Traminette. Am J Enol Viticult.

[13] Zhang H, Fan P, Liu C, Wu B, Li S, Liang Z (2014). Sunlight exclusion from Muscat grape alters volatile profiles during berry development. Food Chem..

[14] García-Muñoz S, Asproudi A, Cabello F, Borsa D (2011). Aromatic characterization and enological potential of 21 minor varieties (*Vitis vinifera* L.). Eur Food Res Technol.

[15] Robinson A (2011). Environmental influences on grape aroma potential.

[16] Vilanova M, Genisheva Z, Bescansa L, Masa A, Oliveira JM (2012). Changes in free and bound fractions of aroma compounds of four *Vitis vinifera* cultivars at the last ripening stages. Phytochemistry.

[17] Reynolds AG, Wardle DA (1989). Impact of various canopy manipulation techniques on growth, yield, fruit composition, and wine quality of Gewürztraminer. Am J Enol Viticult.

[18] Deluc LG, Quilici DR, Decendit A, Grimplet J, Wheatley MD, Schlauch KA (2009). Water deficit alters differentially metabolic pathways affecting important flavor and quality traits in grape berries of Cabernet Sauvignon and Chardonnay. BMC Genomics.

[19] Xu X-Q, Liu B, Zhu B-Q, Lan Y-B, Gao Y, Wang D (2015). Differences in volatile profiles of Cabernet Sauvignon grapes grown in two distinct regions of China and their responses to weather conditions. Plant Physiol Biochem.

[20] Jiang B, Xi Z, Luo M, Zhang Z (2013). Comparison on aroma compounds in Cabernet Sauvignon and Merlot wines from four wine grape-growing regions in China. Food Res Int.

[21] McGarvey DJ, Croteau R (1995). Terpenoid metabolism. Plant Cell.

[22] Lichtenthaler HK (1999). The 1-deoxy-D-xylulose-5-phosphate pathway of isoprenoid biosynthesis in plants. Annu Rev Plant Biol.

[23] Muhlemann JK, Klempien A, Dudareva N (2014). Floral volatiles: from biosynthesis to function. Plant Cell Environ.

[24] Bohlmann J, Keeling CI (2008). Terpenoid biomaterials. Plant J.

[25] Luan F, Wüst M (2002). Differential incorporation of 1-deoxy-d-xylulose into (3S)-linalool and geraniol in grape berry exocarp and mesocarp. Phytochemistry.

[26] Vranová E, Coman D, Gruissem W (2013). Network analysis of the MVA and MEP pathways for isoprenoid synthesis. Annu Rev Plant Biol.

[27] Vranová E, Coman D, Gruissem W (2012). Structure and dynamics of the isoprenoid pathway network. Mol Plant.

[28] Mateo J, Jiménez M (2000). Monoterpenes in grape juice and wines. J Chromatogr A.

[29] Rapp A (1998). Volatile flavour of wine: correlation between instrumental analysis and sensory perception. Nahrung.

[30] Botella‐Pavía P, Besumbes O, Phillips MA, Carretero‐Paulet L, Boronat A, Rodríguez‐Concepción M (2004). Regulation of carotenoid biosynthesis in plants: evidence for a key role of hydroxymethylbutenyl diphosphate reductase in controlling the supply of plastidial isoprenoid precursors. Plant J.

[31] Estévez JM, Cantero A, Reindl A, Reichler S, León P (2001). 1-Deoxy-D-xylulose-5-phosphate synthase, a limiting enzyme for plastidic isoprenoid biosynthesis in plants. J Biol Chem.

[32] Mahmoud SS, Croteau RB (2001). Metabolic engineering of essential oil yield and composition in mint by altering expression of deoxyxylulose phosphate reductoisomerase and menthofuran synthase. Proc Natl Acad Sci.

[33] Wright L, Rohwer JM, Ghirardo A, Hammerbacher A, Ortíz M, Raguschke B (2014). 1-Deoxyxylulose 5-phosphate synthase controls flux through the 2-C-methylerythritol 4-phosphate pathway in *Arabidopsis thaliana*. Plant Physiol..

[34] Battilana J, Emanuelli F, Gambino G, Gribaudo I, Gasperi F, Boss PK (2011). Functional effect of grapevine 1-deoxy-D-xylulose 5-phosphate synthase substitution K284N on Muscat flavour formation. J Exp Bot.

[35] Battilana J, Costantini L, Emanuelli F, Sevini F, Segala C, Moser S (2009). The 1-deoxy-d-xylulose 5-phosphate synthase gene co-localizes with a major QTL affecting monoterpene content in grapevine. Theor Appl Genet.

[36] Emanuelli F, Battilana J, Costantini L, Le Cunff L, Boursiquot J-M, This P (2010). A candidate gene association study on muscat flavor in grapevine (*Vitis vinifera* L.). BMC Plant Biol.

[37] Tholl D (2006). Terpene synthases and the regulation, diversity and biological roles of terpene metabolism. Curr Opin Plant Biol.

[38] Lange BM, Wildung MR, Stauber EJ, Sanchez C, Pouchnik D, Croteau R (2000). Probing essential oil biosynthesis and secretion by functional evaluation of expressed sequence tags from mint glandular trichomes. Proc Natl Acad Sci.

[39] Martin DM, Aubourg S, Schouwey MB, Daviet L, Schalk M, Toub O (2010). Functional annotation, genome organization and phylogeny of the grapevine (*Vitis vinifera*) terpene synthase gene family based on genome assembly, FLcDNA cloning, and enzyme assays. BMC Plant Biol.

[40] Lücker J, Bowen P, Bohlmann J (2004). *Vitis vinifera* terpenoid cyclases: functional identification of two sesquiterpene synthase cDNAs encoding (+)-valencene synthase and (−)-germacrene D synthase and expression of mono- and sesquiterpene synthases in grapevine flowers and berries. Phytochemistry.

[41] Martin DM, Bohlmann J (2004). Identification of *Vitis vinifera* (−)-alpha-terpineol synthase by in silico screening of full-length cDNA ESTs and functional characterization of recombinant terpene synthase. Phytochemistry.

[42] Matarese F, Scalabrelli G, D’Onofrio C (2013). Analysis of the expression of terpene synthase genes in relation to aroma content in two aromatic *Vitis vinifera* varieties. Funct Plant Biol.

[43] Bönisch F, Frotscher J, Stanitzek S, Rühl E, Wüst M, Bitz O (2014). A UDP-Glucose:monoterpenol glucosyltransferase adds to the chemical diversity of the grapevine metabolome. Plant Physiol.

[44] Bönisch F, Frotscher J, Stanitzek S, Rühl E, Wüst M, Bitz O (2014). Activity based profiling of a physiologic aglycone library reveals sugar acceptor promiscuity of family 1 UDP-glucosyltransferases from *Vitis vinifera*. Plant Physiol.

[45] Li Z, Pan Q, Jin Z, Mu L, Duan C (2011). Comparison on phenolic compounds in *Vitis vinifera* cv. Cabernet Sauvignon wines from five wine-growing regions in China. Food Chem.

[46] Sun R, He F, Lan Y, Xing R, Liu R, Pan Q (2015). Transcriptome comparison of Cabernet Sauvignon grape berries from two regions with distinct climate. J Plant Physiol..

[47] Wilson B, Strauss CR, Williams P (1986). The distribution of free and glycosidically-bound monoterpenes among skin, juice, and pulp fractions of some white grape varieties. Am J Enol Viticult.

[48] Williams P, Strauss C, Wilson B (1981). Classification of the monoterpenoid composition of Muscat grapes. Am J Enol Viticult.

[49] Wilson B, Strauss CR, Williams PJ (1984). Changes in free and glycosidically bound monoterpenes in developing Muscat grapes. J Agr Food Chem.

[50] Rohmer M (1999). The discovery of a mevalonate-independent pathway for isoprenoid biosynthesis in bacteria, algae and higher plants. Nat Prod Rep.

[51] Ro D-K, Paradise EM, Ouellet M, Fisher KJ, Newman KL, Ndungu JM (2006). Production of the antimalarial drug precursor artemisinic acid in engineered yeast. Nature.

[52] Sweetman C, Wong DCJ, Ford CM, Drew DP (2012). Transcriptome analysis at four developmental stages of grape berry (*Vitis vinifera* cv. Shiraz) provides insights into regulated and coordinated gene expression. Bmc Genomics.

[53] Guillaumie S, Fouquet R, Kappel C, Camps C, Terrier N, Moncomble D (2011). Transcriptional analysis of late ripening stages of grapevine berry. BMC Plant Biol.

[54] Falara V, Akhtar TA, Nguyen TT, Spyropoulou EA, Bleeker PM, Schauvinhold I (2011). The tomato terpene synthase gene family. Plant Physiol.

[55] Matarese F, Cuzzola A, Scalabrelli G, D'Onofrio C (2014). Expression of terpene synthase genes associated with the formation of volatiles in different organs of *Vitis vinifera*. Phytochemistry..

[56] Zhu B-Q, Cai J, Wang Z-Q, Xu X-Q, Duan C-Q, Pan Q-H (2014). Identification of a plastid-localized bifunctional nerolidol/linalool synthase in relation to linalool biosynthesis in young grape berries. Int J Mol Sci.

[57] Grimplet J, Adam-Blondon A-F, Bert P-F, Bitz O, Cantu D, Davies C (2014). The grapevine nomenclature system. BMC Genomics..

[58] Xu YH, Wang JW, Wang S, Wang JY, Chen XY (2004). Characterization of GaWRKY1, a cotton transcription factor that regulates the sesquiterpene synthase gene (+)-delta-cadinene synthase-A. Plant Physiol.

[59] Spyropoulou EA, Haring MA, Schuurink RC (2014). RNA sequencing on *Solanum lycopersicum* trichomes identifies transcription factors that activate terpene synthase promoters. BMC Genomics.

[60] Yu Z-X, Li J-X, Yang C-Q, Hu W-L, Wang L-J, Chen X-Y (2012). The jasmonate-responsive AP2/ERF transcription factors AaERF1 and AaERF2 positively regulate artemisinin biosynthesis in *artemisia annua* L. Molecular Plant.

[61] Reeves PH, Ellis CM, Ploense SE, Wu M-F, Yadav V, Tholl D (2012). A regulatory network for coordinated flower maturation. PLoS Genet.

[62] Hong G-J, Xue X-Y, Mao Y-B, Wang L-J, Chen X-Y (2012). Arabidopsis MYC2 interacts with DELLA proteins in regulating sesquiterpene synthase gene expression. Plant Cell.

[63] Hichri I, Heppel SC, Pillet J, Leon C, Czemmel S, Delrot S (2010). The basic Helix-Loop-Helix Ttranscription factor MYC1 is involved in the regulation of the flavonoid biosynthesis pathway in grapevine. Mol Plant.

[64] Zhang H, Jin J, Tang L, Zhao Y, Gu X, Gao G (2011). PlantTFDB 2.0: update and improvement of the comprehensive plant transcription factor database. Nucleic Acids Res.

[65] Kaplan-Levy RN, Brewer PB, Quon T, Smyth DR (2012). The trihelix family of transcription factors – light, stress and development. Trends Plant Sci.

[66] Galon Y, Aloni R, Nachmias D, Snir O, Feldmesser E, Scrase-Field S (2010). Calmodulin-binding transcription activator 1 mediates auxin signaling and responds to stresses in Arabidopsis. Planta.

[67] Yang T, Poovaiah B (2002). A calmodulin-binding/CGCG box DNA-binding protein family involved in multiple signaling pathways in plants. J Biol Chem.

[68] Carbonell-Bejerano P, Santa María E, Torres-Pérez R, Royo C, Lijavetzky D, Bravo G (2013). Thermotolerance responses in ripening berries of *Vitis vinifera* L. cv Muscat Hamburg. Plant Cell Physiol.

[69] Mannen K, Matsumoto T, Takahashi S, Yamaguchi Y, Tsukagoshi M, Sano R (2014). Coordinated transcriptional regulation of isopentenyl diphosphate biosynthetic pathway enzymes in plastids by phytochrome-interacting factor 5. Biochem Biophys Res Commun.

[70] Valdés A, Övernäs E, Johansson H, Rada-Iglesias A, Engström P (2012). The homeodomain-leucine zipper (HD-Zip) class I transcription factors ATHB7 and ATHB12 modulate abscisic acid signalling by regulating protein phosphatase 2C and abscisic acid receptor gene activities. Plant Mol Biol.

[71] Zahur M, Asif MA, Zeeshan N, Mehmood S, Malik MF, Asif AR (2013). Homeobox leucine zipper proteins and cotton improvement. Adv Biosci Biotechnol.

[72] Young PR, Lashbrooke JG, Alexandersson E, Jacobson D, Moser C, Velasco R (2012). The genes and enzymes of the carotenoid metabolic pathway in *Vitis vinifera* L. BMC Genomics.

[73] Kuhn N, Guan L, Dai ZW, Wu B-H, Lauvergeat V, Gomès E (2014). Berry ripening: recently heard through the grapevine. J Exp Bot.

[74] Chervin C, El-Kereamy A, Roustan J-P, Latché A, Lamon J, Bouzayen M (2004). Ethylene seems required for the berry development and ripening in grape, a non-climacteric fruit. Plant Sci.

[75] Sun L, Zhang M, Ren J, Qi J, Zhang G, Leng P (2010). Reciprocity between abscisic acid and ethylene at the onset of berry ripening and after harvest. BMC Plant Biol.

[76] Yamane T, Jeong ST, Goto-Yamamoto N, Koshita Y, Kobayashi S (2006). Effects of temperature on anthocyanin biosynthesis in grape berry skins. Am J Enol Viticult.

[77] Fenoll J, Maria Martinez C, Hellin P, Flores P (2012). Changes of free and glycosidically bound monoterpenes and aromatic alcohols in Moscatuel and Ruby seedless table grapes during development. J Int Sci Vigne Vin.

[78] Reynolds AG, Wardle DA (1989). Influence of fruit microclimate on monoterpene levels of Gewürztraminer. Am J Enol Viticult.

[79] Gerdes SM, Winterhalter P, Ebeler SE (2002). Effect of sunlight exposure on norisoprenoid formation in White Riesling grapes.

[80] Coombe B (1995). Growth stages of the grapevine: adoption of a system for identifying grapevine growth stages. Aust J Grape Wine R.

[81] Wen Y-Q, He F, Zhu B-Q, Lan Y-B, Pan Q-H, Li C-Y (2014). Free and glycosidically bound aroma compounds in cherry (*Prunus avium* L.). Food Chem.

[82] Liu B, Xu X-Q, Cai J, Lan Y-B, Zhu B-Q, Wang J (2015). The free and enzyme-released volatile compounds of distinctive *Vitis amurensis* var. Zuoshanyi grapes in China. Eur Food Res Technol.

[83] Zhong S, Joung J-G, Zheng Y, Chen Y-r, Liu B, Shao Y (2011). High-throughput illumina strand-specific RNA sequencing library preparation. Cold Spring Harb Protoc.

[84] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods.

[85] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

How the deposited data were processed for this re-analysis (not part of the article)

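Berries of Muscat Blanc à Petits Grains from Changli (CL) and Gaotai (GT) were sampled at 4 stages (E-L31, E-L35, E-L36 and E-L38) in the vintages 2010 and 2011, which gives 16 samples and 24 RNA libraries, 2 for each sample of E-L35 and E-L38 and 1 for each of the others. A sample here is a stage, region and vintage; the paper describes 2 biological repeats of each, 32 in all, and 1 library at E-L31 and E-L36 for want of RNA. Neither the labels nor the tables say which repeat a library was made from, so the 2 libraries of a sample can come from its 2 repeats, and p-values rest on the vintages as replicates. The authors trimmed the reads, mapped them to RefSeq transcripts of grape with CLC Genomics Workbench, and divided reads with several hits among transcripts in proportion to their unique reads. For each library and each of 23984 transcripts (23719 XM and 265 XR records) the deposited tables hold a count of all assigned reads, a count of uniquely mapped reads, and an RPKM. The counts deposited by the authors are whole numbers without normalization, and the deposited RPKM is the count scaled by the authors to the length of the transcript and the total of the library. Counts recomputed from RPKM, length and total differed from the deposited counts by 0 at most, after rounding. Counts, RPKM and lengths were used here, and the unique reads only to describe the libraries. The authors' second mapping, to terpene synthase transcripts of another gene prediction, was not used here, so terpene synthases without a RefSeq record in the tables have no value. Concentrations of bound monoterpenes were taken from the paper's supplement.

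Library totals ran from 3798921 to 22917077 counts (median 8088599.5), with 78.6 to 86.2% uniquely mapped reads and 6.11 to 25.4% of the counts in the 10 most abundant transcripts of a library. Counts of the libraries of 1 sample were summed, which gave medians of 19320041 counts (4698604 to 26627006) in CL and 11799070.5 (3798921 to 22917077) in GT. The sample with the fewest counts was the 2010 GT sample of E-L31. RPKM of a sample is the mean over its libraries, and means and SDs are over the 2 samples of a group. No sample was left out.

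Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, glmQLFit and glmQLFTest) in 1 fit of all 16 samples as 8 groups of a stage and a region, with the 2 vintages as replicates. The 19026 transcripts with at least 10 counts in at least 2 samples were tested, and the TMM factors ran from 0.751 to 1.29. The comparisons were GT over CL at each stage and averaged over the 4 stages, E-L38 over E-L31 averaged over the regions, a slope over the 4 stages in order (in both regions and in each), the difference of the region effect between E-L35 and E-L38 and between E-L31 and E-L35, and 2011 over 2010. P-values were adjusted by the Benjamini-Hochberg method, and transcripts were called at an adjusted p of at most 0.05 and an absolute log2 ratio of at least 1, the limits given in the paper's methods, which name a Bonferroni correction in place of Benjamini-Hochberg, or at the adjusted p alone for slopes. The common dispersion was 0.103 and the prior degrees of freedom of the quasi-likelihood fit 3.06. Slopes and log2 ratios are edgeR's, scaled by TMM, whereas RPKM is scaled to the library total. When RPKM was tested by limma in place of the counts, the log2 ratio of the median transcript moved by -0.33 for E-L38 over E-L31 and by 0.18 for GT over CL at E-L35, and by less than 0.1 in the other comparisons of regions.

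Correlations (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) were computed on RPKM over the 16 samples, as Pearson's r and Spearman's rho with two-sided permutation p-values from 100000 permutations (the smallest is 1e-05), adjusted by the Benjamini-Hochberg method over the pairs of a family. Of the 27 pairs of Table S3, the 12 with linalool, nerol and geraniol were computed, on the bound concentrations, and those with other compounds were not; VviHDR, which Table S3 does not hold, was added with the same 3 compounds, which gives 15 pairs. Pairs of transcription factors and structural genes were those of Table S5, counted at an absolute r of at least 0.8. Unless given as within stages, the permutations exchange all samples and so do not remove the course over the stages. Similarity of the vintages was measured per transcript as r between the log2(RPKM + 1) values of 2010 and 2011, and a list's median was set against 10000 random lists matched on mean expression. Lists of the pathways, gene families and hormone groups of the paper's tables were tested by camera with a preset correlation of 0.01, with camera with an estimated correlation and fry (limma 3.58.1) beside it; the study chose many of these lists on the same samples. Keyword lists for seed and photosynthesis transcripts, planned as a check of tissue, were void, because the tables and the paper give names for only 335 transcripts and the reference table adds symbols that are not LOC numbers for 56.

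The transcripts named are those that the paper's results name, those of Tables 1, S2, S3, S6 and S7, whose values in the paper's tables had been seen, and, at each stage, the 10 with the largest change in each direction among those called and changed the same way in both vintages; members of a list are named in order of adjusted p. Other transcripts named singly were chosen after their values were seen. Transcripts were matched by their RefSeq identifiers, and 14054 had an entry in the reference table.

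Alternatives to the main choices were DESeq2 1.42.0 with its size factors, no filter on low counts, vintage or vintage within stage as a replicate block, each library as its own value, no minimum ratio, Bonferroni adjustment, limma on log2(RPKM + 1) and on log2(RPKM + 0.1) for transcripts with at least 1 RPKM, only the 4 samples of a stage, and each sample left out in turn. The setting with each library as its own value counts libraries of 1 vintage as replicates, so its p-values can be too small for a comparison over vintages. Correlations were repeated on log2 values, within regions and vintages, without E-L31, with the first library of each sample and on ranks. The closing section gives their effect. Vintages pair the samples by year, as the labels and the paper give it; checked over 28 pairs of groups, deviations of a vintage from its group mean had r from -0.376 to 0.337 with a median of 0.0085, and between CL and GT of the same stage r was 0.332 at E-L31, 0.306 at E-L35, 0.0972 at E-L36 and 0.278 at E-L38. Vintage was not a term of the main model, and both replicate blocks are among the alternatives.

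The test was tried on simulated data with the design and depth of the samples for GT over CL, with changes put in at E-L35 and none at E-L36, and the other comparisons were not simulated. At the common dispersion of the real counts it recovered 3, 31, 48 and 50 of 50 transcripts changed by log2 1, 2, 3 and 4, and called 3 of 18631 unchanged ones; at a much smaller dispersion it recovered 29, 50, 49 and 50. At E-L36 it called 0 at either dispersion. A difference of log2 1 between regions was thus rarely called at the common dispersion, and in 29 of 50 cases at the smaller one. A call also needs an estimated log2 ratio of at least 1, so part of such changes miss it at either dispersion. Each simulated transcript had the same dispersion, unlike the real ones, and changes were put only into transcripts with a mean of at least 50 counts. The recovered shares therefore do not carry over to real transcripts with fewer counts or a larger spread.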

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

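The tests of low depth and of exchanged labels for the 2011 GT sample of E-L31, the settings that leave out that sample or all samples of E-L31, the setting with only library 1 of the 2010 GT sample of E-L38, the sums of RPKM over the stages, and the splits that part the samples of each stage and vintage were chosen after the result was seen.

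Among named transcripts, 1 sample lay apart from the other 3 of its stage in 9 of 100 groups of log2(RPKM + 1) values, with a gap to the nearest sample, as a share of the range, above the critical value of Dixon's ratio for 4 samples; chance sets apart about 1 in 20 groups. At E-L31 the 2011 GT sample was high for VviNerL4 (3.28 against 0 to 0.241, a gap of 0.927 of the range) and VviUGT85A1L3 (5.77 against 0 to 0.463, gap 0.920), and the 2010 GT sample was high for VviHMGR3 (6.42 against 5.29 to 5.40, gap 0.899). At E-L36 the 2010 CL sample was low for VviDXSL4 (0.946 against 1.62 to 1.71, gap 0.879), and the 2011 GT sample high for ABSCISIC ACID-INSENSITIVE 5-like protein 6-like XM_003631566.1 (4.75 against 4.00 to 4.13, gap 0.831) and the phytoene synthase transcript XM_002283157.2 (4.68 against 3.99 to 4.04, gap 0.934). At E-L38 the 2011 CL sample was high for VviPSY (4.64 against 3.81 to 3.94, gap 0.848) and low for VviGT7 (4.82 against 5.07 to 5.12, gap 0.838) and XM_002283157.2 (3.50 against 4.28 to 4.35, gap 0.911).

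On an axis from E-L31 (0) to E-L36 (1) of the CL berries of the other vintage, the 2011 GT sample of E-L31 lay at 0.479, against 0.0908 for CL of that year, 0.301 and 0.233 for GT and CL of 2010, and 0.508 to 0.719 for the samples of E-L35, and its library was closest to library 2 of the 2010 GT sample of E-L35 (r = 0.974). The 2010 GT sample of E-L31, which has fewer counts, lay only 0.0679 from the CL sample of its year, which argues against low depth, and the 2011 GT sample of E-L35, at 0.508, lay with its own stage, which argues against an exchange of labels between these 2 samples. Of the transcripts that rose or fell 4-fold or more from E-L31 to E-L35 in CL, 409 of 442 (92.5%, median log2 ratio of 2011 over 2010 in GT 3.23) and 661 of 876 (75.5%, median -1.499) differed in the direction of development. The lower share lies between the bounds set beforehand for and against berries further along in development, so such berries cannot be told apart from a mixture with riper berries or a single wrong label, which were not tested. An earlier start of ripening in GT in 2011, which the design could give, stays open as untested.

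The region effect differed between E-L35 and E-L38 for 1 transcript, XM_002266857.2 (LOC100256792), by a log2 of 2.83 (standard error 0.30, adjusted p = 0.0274): it had 36.3 RPKM in CL and 67.0 in GT at E-L35, where it was higher in GT in both vintages (log2 ratio 0.64, adjusted p = 0.338), and 23.6 and 4.58 at E-L38, where it was lower in both (-2.19, adjusted p = 0.0163). Of edgeR's tests of this difference, 0 transcripts passed with vintage as a replicate block, 2 with only library 1 of the 2010 GT sample of E-L38, 5 without the 2010 CL sample of E-L38, 3 without the 2011 GT sample of E-L31, and 0 without any other single sample of E-L35 or E-L38.

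The paper's tables name only 335 of the 23984 transcripts, so most calls fall outside them by number alone. Not named in the paper were 4 of 4 called for the region at E-L36 (XM_002268881.2, XM_002280985.2, XM_003632560.1 and XM_003632443.1, all lower in GT in both vintages, with log2 ratios of -2.90, -1.20, -3.25 and -2.62 and an adjusted p of 0.0429 each), 1 of 1 at E-L38 (XM_002266857.2), 15 of 15 averaged over the stages, 5052 of 5227 between E-L38 and E-L31, and 9275 of 9487 with a trend. For the region difference averaged over the stages, 2 of 100 splits of the samples within stages, drawn from 648, called as many as the real 15, the real one included, and the other split called 200, which points to a structure of the samples. Of 100 splits drawn from the 128 that part the CL and the GT sample of each stage and vintage, as the regions do, 1, the real one, called as many as 15, and the highest other called 2. With vintage within stage as a block the real regions called 3, and 6 of 100 such splits called as many, the highest other 7. The share of 2 of 100 lies under the bound set beforehand for chance. Without a block the real count also exceeded every other split that parts the pairs, a scheme chosen after the first result was seen. With that block the real count did not, so the answer depends on the model and chance is not excluded. The split with 200 differs from the real regions only at E-L38, where the 2011 CL and the 2010 GT sample are exchanged; the libraries of that GT sample had r = 0.965 with each other, library 1 being closest to library 1 of the 2011 GT sample (0.988) and library 2 to library 1 of the 2010 CL sample (0.986). With only library 1 of that sample, 125 transcripts were called on average over the stages and 19 at E-L38, against 0 on average with vintage as a replicate block and 3 with vintage within stage as a block. For E-L38 over E-L31, tested in their 8 samples alone, 1 of 35 splits, the real one, called as many as its 4577, and the highest other called 1; for the trend 1 of 100, with 9487 and at most 3088, so chance can be excluded for both. Between the vintages edgeR called 0 transcripts (1349 at an unadjusted p under 0.05; no other tool was run), so each of the 100 splits reaches that count, with at most 3 in another split, and the splits say nothing about chance here.

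The RPKM of VviGT14 summed over the stages had r = 0.929 with bound geraniol, against 0.474 for the RPKM of the sample itself. Any such sum grows from stage to stage, and bound geraniol rose from E-L35 to E-L38 but not at each step (from E-L31 to E-L35 of 2010 the paper's concentrations go from 247 to 168 in CL and from 179 to 91.9 in GT). The median r over all tested transcripts was 0.616, and VviGT14 lay at percentile 99.989, past the bound set beforehand against such growth, but VviGT14 was singled out for its high r, so this rank does not decide. As deviations from the stage means, the sums and bound geraniol had r = 0.323 (permutation within stages, p = 0.276) and the RPKM per sample 0.153 (p = 0.600), so whether they differ together between regions and vintages within a stage was not detectable in 16 samples. As deviations from the stage means, the sums of VviGT7, VviUGT85A1L1, VviUGT88A1L1 and VviHDR had r of 0.655, 0.633, 0.619 and 0.446 with bound geraniol. Sums hold earlier stages of the same region and vintage, so their deviations are not independent, and region was not removed. No permutation within stages was run for these genes. For VviGT14, growth of the sums over the stages and a tie of bound geraniol to the expression of earlier stages cannot be told apart.

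The 29 transcripts of Table S7 and the 3 of VviHMGR had a median log2 ratio of GT over CL at E-L35 of 0.345 with TMM scaling (19 higher and 13 lower) and 0.548 with library totals. The first value lies below the bound set beforehand for a few abundant transcripts that take a larger share of the counts in CL, yet members go both ways and the scaling removes only part of the difference, so this does not decide. If GT berries were at an earlier point of development, the ratios would fall with the change over development in CL, and the slopes were -0.0751 in 2010 and -0.0403 in 2011, the latter past the bound set beforehand against it by less than the vintages differ. Earlier berries, a shift in composition and a difference in hormone expression between the regions, which was not tested on other berries, cannot be told apart for these transcripts.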

How the results depend on the processing

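Chosen after the data were seen were the settings without the 2011 GT sample or all 4 samples of E-L31 for other stages, with only library 1 of the 2010 GT sample of E-L38, samples left out for slopes and differences between stages, cumulative expression, pairs of stages alone, 24 libraries for transcription factors, and a block, ratio or filter for list tests, slopes per region and differences between stages; the others were chosen before the data were examined, and all were run.

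Counts are of transcripts called, with those up and down in GT, or at E-L38, in brackets. Single libraries count libraries of 1 vintage as replicates, so their counts can be too high. At E-L31 edgeR called 0 (2654 at an unadjusted p under 0.05), DESeq2 462 (199 up, 263 down), single libraries 208 (81, 127), limma on log2(RPKM + 0.1) 44 (9, 35) and log2(RPKM + 1) 164 (18, 146), and vintage within stage as a block 3 (1, 2); leaving out 1 sample gave 0 to 749, with 749 (519, 230) without GT 2010 and 1 without CL 2010. At E-L35 edgeR called 0 (2176 unadjusted), DESeq2 148 (79, 69), single libraries 671 (373, 298), limma 0, and the fit without the samples of E-L31 2 (0, 2); leaving out 1 sample gave 0 to 4, with 4 without E-L31 GT 2011. At E-L36 edgeR called 4 (0, 4), DESeq2 136 (61, 75), limma 1 with either pseudocount, the 4 samples alone, either block and Bonferroni 0, and the fit without E-L31 8 (1, 7); leaving out 1 sample gave 0 to 5, with 1 without CL 2011, 5 without E-L31 GT 2011 and 0 without CL 2010, GT 2010 or GT 2011. At E-L38 edgeR called 1 (0, 1), DESeq2 102 (15, 87), single libraries 325 (50, 275), limma 7 with 0.1 (0, 7) and 7 with 1 (3, 4), the 4 samples alone, vintage within stage and the fit without E-L31 0, and library 1 alone 19 (2, 17); leaving out 1 sample gave 0 to 7, with 7 without CL 2010 and 0 without CL 2011, GT 2010 or GT 2011. Averaged over the stages edgeR called 15 (3, 12), DESeq2 350 (155, 195), single libraries 439 (193, 246), limma 19 (7, 12) and 17 (7, 10), vintage as a block 0, within stage 3 (1, 2), no minimum ratio 23 (5, 18), Bonferroni 0 and library 1 alone 125 (43, 82). Leaving out 1 sample there gave 0 to 468, with 468 (222, 246) without E-L31 GT 2010, 70 without E-L38 CL 2011, 10 without E-L31 GT 2011, 6 without E-L36 CL 2010, 4 without E-L38 CL 2010, 2 without E-L35 CL 2011 and 0 without any other. Between E-L35 and E-L38 edgeR called 1 (1690 unadjusted), library 1 alone 2, the block 0, and 0 to 5 with 1 sample left out (5 without E-L38 CL 2010, 3 without E-L31 GT 2011, 0 without any other); between E-L31 and E-L35 it called 0 (1443 unadjusted), and 0 to 215 (215 without E-L31 GT 2010, 1 without E-L35 GT 2011). The simple block moved no other count by more than 1.5 times. E-L38 over E-L31 gave 5227 (1712, 3515), DESeq2 5371 (1728, 3643), limma 4381 (737, 3644) and 5395 (973, 4422), no minimum ratio 8970 (4087, 4883), Bonferroni 306 (59, 247), and 4265 to 5945 with 1 sample left out; the trend gave 9487, and 7814 to 10018 with 1 left out.

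Of the list tests, camera called 36, and 0 with an estimated correlation (fry 42). Of 15 pairs with bound monoterpenes 0 passed (4 at an unadjusted p under 0.05), 7 on log2 scales, 6 by rho and 15 with cumulative expression. The r of VviGT7 with linalool, nerol and geraniol (-0.0899, -0.110 and -0.0513) reversed to 0.808, 0.879 and 0.877 with cumulative expression, and, without passing, to 0.380, 0.299 and 0.329 without E-L31, 0.542, 0.521 and 0.824 in GT, 0.164, 0.263 and 0.418 in E-L31 and E-L35 alone, 0.452, 0.227 and 0.321 in E-L36 and E-L38 alone, and, for nerol and geraniol, 0.0313 and 0.107 on log2 scales and 0.0056 and 0.157 in 2010. Also without passing, VviGT14 and linalool reversed to -0.0882, VviUGT85A1L1 and linalool to -0.0225, VviUGT88A1L1 and nerol to -0.0517 and VviHDR and linalool to -0.0121 in E-L36 and E-L38 alone, VviUGT88A1L1 and nerol to -0.136 in CL, and VviHDR and geraniol to -0.0172 in E-L31 and E-L35 alone. Of 384 transcription factor pairs 351 (305 positive, 46 negative) reached an absolute r of 0.8, 214 by rho, 121 without E-L31, 135 without the 2 farthest samples and 201 over 24 libraries. Of terpene synthases 31 had reads and 12 reached 1 RPKM. No minimum ratio calls more and Bonferroni fewer by construction, and a fit of only the 4 samples of a stage has fewer samples; for the other settings the cause was not tested. A sample left alone in its group was assumed to vary like the other groups. At E-L31 the log2 ratios of GT over CL had r = 0.613 with the change over development in 2011, against 0.108 in 2010. Fits without the 2010 GT sample of E-L31 rest there on the 2011 GT sample alone, so their counts cannot be told apart from development. Over single transcripts and pairs 517 results under alternatives kept direction and side of the threshold, 44 passed only under an alternative and 25, all of them values of r, reversed, and 99 counts or values for whole comparisons stayed near the main one against 80 that moved. The lowest depth, 3798921 counts in the 2010 GT sample of E-L31, limits what can be seen of rare transcripts in it.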

Differences from the paper's values

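Sums of RPKM over the stages and the settings without single samples of other stages were chosen after the values were seen.

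Of 65 log2 ratios of GT over CL that Tables S2, S6 and S7 give, all 65 had the same sign in the deposited RPKM, and 60 lay within the spread between the vintages. At E-L35 the paper's value was 1.23 for VviPSY against 0.99 here, 1.35 for homeobox-leucine zipper protein HAT5-like (XM_002271656.2) against 1.27, -2.07 for VviGT14 against -2.23, and -2.12 for VviUGT85A1L1 against -2.25. At E-L36 it was -1.63 for homocysteine S-methyltransferase 2-like (XM_002283008.2) against -0.51. The alternative set before the data were examined, the mean over libraries in place of the mean over samples, gave the same 5 values and differs in all 5.

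The paper's r of Table S3 and the r over 16 samples here were, for bound linalool, nerol and geraniol in this order: VviGT14, the paper's 0.864, 0.940 and 0.930 against 0.353, 0.554 and 0.474; VviGT7, the paper's 0.803, 0.865 and 0.873 against -0.0899, -0.110 and -0.0513; VviUGT85A1L1, the paper's 0.877, 0.934 and 0.929 against 0.403, 0.580 and 0.496; VviUGT88A1L1, the paper's 0.793, 0.736 and 0.794 against 0.370, 0.167 and 0.333. Among the alternatives set before the data were examined, GT alone came within the jackknife standard error of r from the paper's values for geraniol with VviGT14 (0.756), VviGT7 (0.824) and VviUGT85A1L1 (0.747), and for all 3 compounds with VviUGT88A1L1 (0.861, 0.594 and 0.828). For VviUGT88A1L1 and linalool so did 2011 alone (0.745) and the samples without E-L31 (0.606). Log2 values, CL alone, 2010 alone and the first library of each sample differed in all 12, GT alone in the other 6, and 2011 alone and the samples without E-L31 in the other 11. For VviGT7 the paper's text speaks of cumulative expression. RPKM summed over the stages up to each sample, run here only after seeing the values per sample, gave 0.808, 0.879 and 0.877 for VviGT7, came within that error in all 12 pairs, from 0.763 to 0.932, and drops 0 of them.

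For terpene synthases the paper's RPKM are above 900 for XM_002267417.2 (version XM_002267417.1 in the tables) and above 5800 for XM_003634850.1, against a highest sample of 8.61 and 43.2 in the deposited RefSeq tables; no alternative was set for these, and the mapping to a second reference that the paper's methods describe was not analysed here.

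At the adjusted p and log2 ratio of the paper's methods, but with Benjamini-Hochberg in place of the Bonferroni correction that they name, edgeR called 0 of the 65 differences that the paper's tables list (45 at an unadjusted p under 0.05), DESeq2 12, limma on log2(RPKM + 1) 5 and on log2(RPKM + 0.1) 2, and each library as its own value 19. By stage, DESeq2 called 6 of 7 at E-L31, 3 of 28 at E-L35, 1 of 7 at E-L36 and 2 of 23 at E-L38, and single libraries 3, 11, 0 and 5. With no filter, with either replicate block and with only the 4 samples of a stage, 0 were called. The S-adenosylmethionine decarboxylase-like transcript XM_002272143.2 at E-L35 passed also without the 2011 GT sample of E-L31, a setting chosen after seeing the values.

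The paper states that most candidate transcription factors were higher in CL at E-L35, whereas of those that Table S6 lists for E-L35, 6 had higher RPKM in GT and 2 in CL, in the deposited data as in the table. Of the 29 hormone transcripts of Table S7, which the paper describes as mostly higher in GT at E-L31 and E-L35, 14 had a positive and 15 a negative log2 ratio at E-L31 and 16 and 13 at E-L35; of the ratios that the table itself lists, 2 of 2 and 11 of 14 were higher in GT. The paper gives all MVA transcripts other than those of acetyl-CoA acetyltransferase a downward course, and its next sentence names only 2 of the 3 HMGR isoforms and FPPS, the 3 that fell here; VviHMGR2, stable in Table 1, had a log2 slope of 0.03 (standard error 0.07, adjusted p = 0.757), with 69.4 RPKM at E-L31 and 32.5 at E-L38 in CL and 32.6 and 45.4 in GT. Table 1 lists VviDXS, VviDXR and VviGPPS as stable, whereas their slopes passed edgeR's test at -0.28 (adjusted p = 0.00120), -0.26 (adjusted p = 0.00150) and 0.24 (adjusted p = 0.000466). The paper's text describes the same directions. Its levels are RPKM, whereas these slopes are TMM-scaled, and no slope was tested on RPKM. For the median transcript the log2 ratio of E-L38 over E-L31 moved by -0.33 with RPKM, so the rise of VviGPPS is smaller in RPKM. Of the ABA and ethylene transcripts that the paper calls negatively correlated with VviERF3L (XM_002285337.1), XM_002281384.2 had r = 0.288. VviMYBA2 had r = 0.331 with VviGT14, taken to be the VviGT1 of the paper's sentence, where the other 4 factors of that sentence had 0.703 to 0.774, near the paper's.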

Other observations

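The comparison of single libraries and the transcripts named here outside the paper's statements were chosen after the result was seen.

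Hormone transcripts that the paper compares between the regions also changed over ripening. ACO1 (XM_002273394.2), which encodes the enzyme that releases ethylene, went from 115 RPKM in CL and 88.4 in GT at E-L31 to 1.60 and 0.586 at E-L38, a log2 ratio of -6.38 (standard error 0.55, adjusted p = 0.000104). The CCD4-like carotenoid cleavage dioxygenase XM_002270125.1 rose from 5.43 and 6.94 RPKM to 106 and 135 (log2 ratio 4.62, standard error 0.60, adjusted p = 0.000269), and the TAT2-like aminotransferase XM_002282628.2 from 2.33 and 5.02 to 55.2 and 117 (4.86, standard error 0.81, adjusted p = 0.000967). Each of these changes had 1 direction in both regions. Over the 29 transcripts of Table S7, 8 rose and 11 fell with the stages: 4 rose and 2 fell of 8 for ethylene synthesis, 0 and 4 of 10 for ethylene response, 2 and 3 of 6 for ABA synthesis and 2 and 2 of 5 for ABA response. For ABA synthesis the median slope was -0.14 and the mean 0.01, and for ABA response -0.05 and 0.09, so neither list has 1 direction.

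In 6 families of the transcription factors of Table S5, more transcripts fell than rose as the berries ripened, while of all 19026 tested transcripts 5088 fell and 4399 rose. In the ERF family 31 of 44 tested fell and 2 rose (median log2 slope -1.06), in bHLH 27 of 34 fell and 0 rose, in bZIP and leucine zipper factors 20 of 25 fell and 1 rose, in WRKY 10 of 20 fell and 2 rose, in GATA 6 of 11 fell and 1 rose, and in TCP 8 of 11 fell and 0 rose. Adjusted over the list alone, 31, 29, 21, 10, 6 and 9 fell. Camera gave adjusted p-values of 1.21e-05 (ERF), 7.46e-07 (bHLH), 1.21e-05 (zipper factors), 0.110 (WRKY), 0.0508 (GATA) and 0.00142 (TCP), all downward, and 0 of these held with an estimated correlation, where the adjusted p was 0.399 at the lowest. The study chose these factors by correlation in the same samples; the counts are not independent evidence.

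The 13 terpene synthases that Table 1 marks as not included in the later RefSeq database are present in the deposited tables, and 4 of them had enough counts for a test. XM_002267123.1 fell from 2.74 RPKM in CL and 1.29 in GT at E-L31 to 0.201 and 0.0720 at E-L38 (log2 slope -1.08, standard error 0.16, adjusted p = 0.000444), XM_002270071.2 fell from 4.77 and 0.745 to 0.0301 and 0.0248 (-1.76, standard error 0.32, adjusted p = 0.00116), and XM_003635122.1 went from 0.0145 and 1.71 to 1.03 and 1.47 (0.88, standard error 0.31, adjusted p = 0.0353). The slope of the last was 1.76 in CL (adjusted p = 0.0233) and 0.01 in GT (adjusted p = 0.990), which were not tested against each other, and in GT its highest value, 3.13 RPKM, was that of the 2011 sample of E-L31, which lies apart from the other samples of its stage on the axis of development; XM_002270071.2 had an adjusted p of 0.0792 in GT alone.

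Libraries of 1 sample had r of 0.965 to 0.992 with each other. The pairs of the 2010 GT samples of E-L35 (0.974) and E-L38 (0.965) had the lowest values, and the second library of the latter was closer to library 1 of the 2010 CL sample of E-L38 (0.986) than to its sister. Other libraries of E-L38 were also closer to another sample than to their sister: library 1 of the 2010 GT sample, library 1 of the 2010 CL sample, and libraries 1 and 2 of the 2011 GT sample.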
